# Leptin as a key driver for organ fibrogenesis

**DOI:** 10.1126/sciadv.ady7904

**Published:** 2025-10-22

**Authors:** Xue-Nan Sun, Shiuhwei Chen, Shangang Zhao, Jan-Bernd Funcke, Megan Virostek, Line Pedersen, Chao Li, Chanmin Joung, Qian Lin, Yan Li, Ayanna Cobb, May-Yun Wang, Kyounghee Min, Lisandro Maya-Ramos, Giovanna Degasperi, Junquan Liu, Ningyan Zhang, Zhiqiang An, Diana R. Tomchick, R. Max Wynn, Da Young Oh, Philipp E. Scherer

## Abstract

Leptin, a hormone primarily secreted by adipocytes, regulates energy balance and systemic metabolism through its interaction with the leptin receptor (LEPR). Beyond these functions, leptin signaling has been implicated in the pathogenesis of tissue fibrosis. Here, we report the x-ray crystal structures of a leptin-neutralizing antibody (hLep3) in the unbound and leptin-bound states. The interaction of this antibody with leptin mimics the interaction of the LEPR with leptin, providing direct insights into the mechanism by which the antibody disrupts leptin signaling. We furthermore evaluate the therapeutic potential of neutralizing leptin with this antibody across distinct mouse models of fibrosis affecting the kidney, liver, lung, heart, and blood vessels. Leptin neutralization markedly inhibited fibrosis progression in all models. Mechanistically, suppression of leptin activity reduces pro-inflammatory and profibrotic processes, underscoring its therapeutic potential. These findings suggest that leptin signaling plays a vital role in tissue fibrosis and that treatment with a leptin-neutralizing antibody may be a promising therapeutic approach.

## INTRODUCTION

Leptin, a hormone discovered in 1994, is predominantly synthesized and secreted by adipocytes (*1*, *2*). This pleiotropic hormone is renowned for its roles in regulating food intake and energy expenditure (*3*, *4*). However, individuals with obesity often exhibit elevated circulating leptin levels, suggesting severe leptin resistance. Recent studies demonstrate that controlled suppression of leptin activity, either genetically or pharmacologically, can improve metabolic health without leading to obesity (*5*, *6*).

Recent advancements in structural biology have shed much-needed light on the mechanism of leptin receptor (LEPR) activation. Cryo–electron microscopy (cryo-EM) studies have revealed the structure of a stabilized leptin:LEPR signaling complex that is characterized by a 3:3 stoichiometry, where each leptin binds to two distinct sites on adjacent receptor chains (*7*–*9*). These findings have not only elucidated the defects found in natural pathogenic and experimental antagonistic leptin variants (*10*, *11*) but also enabled the design of new biased LEPR agonists (*7*, *8*).

Leptin affects a wide range of physiological processes, including the regulation of fat mass, reproduction, immunity, hemostasis, angiogenesis, and blood pressure (BP). Leptin exerts its effects through binding to LEPR, which activates multiple signaling pathways (*12*). Among different LEPR isoforms, such as the soluble isoform (sLEPR), the short isoforms (e.g., LEPRa and LEPRc), and the long isoform (LEPRb), only the latter permits proper signaling via the Janus kinase 2 (JAK2)-signal transducer and activator of transcription 3/5 (STAT3/5) and phosphatidylinositol 3-kinase (PI3K)-protein kinase B (AKT) pathways (*13*, *14*). In contrast, the soluble and short isoforms appear to have specialized roles, such as regulating circulating leptin levels (*15*) or transporting leptin across the blood-brain barrier (*16*).

Fibrosis, characterized by excessive extracellular matrix (ECM) accumulation, leads to tissue dysfunction and is a major contributor to organ failure in chronic disease (*17*, *18*). This pathological process can affect multiple organs, including the kidney (*19*), liver (*20*), lung (*21*, *22*), and heart (*17*), severely impairing their respective functions. For these reasons, the development of effective antifibrotic therapies remains an urgent medical challenge.

Leptin’s role in fibrosis has gained increasing attention (*23*, *24*). Leptin has been described to promote fibroblast activation, proliferation, and ECM production, directly contributing to fibrotic processes (*25*). The JAK2-STAT3/5 and PI3K-AKT pathways, which can be activated by leptin engaging LEPRb, are well-known regulators of inflammation and fibrosis (*12*).

Despite the growing evidence of leptin’s contribution to fibrosis, the underlying mechanisms remain underexplored. Prior studies have suggested that neutralizing leptin or blocking LEPRb signaling may mitigate fibrotic responses (*5*). However, a comprehensive evaluation of the potential of leptin neutralization across diverse models of fibrosis is still lacking.

This study aims to address this gap by systematically evaluating the effects of suppressing leptin activity with a monoclonal leptin-neutralizing antibody in multiple mouse models of fibrosis, specifically of the kidney, liver, lung, and blood vessels. We hypothesized that neutralizing leptin could attenuate fibrotic responses and improve tissue function in these models. By delineating how altered leptin:LEPR signaling may contribute to fibrosis, we hope to pave the way for novel therapeutic strategies that target leptin activity to benefit patients suffering from fibrotic conditions.

## RESULTS

### Identification and characterization of a leptin-neutralizing antibody

We previously described the identification of a human monoclonal immunoglobulin G (IgG) antibody (hLep3; in the following, simply referred to as “LepAb”) capable of neutralizing human leptin as well as mouse leptin (*5*). However, the structural basis of how LepAb neutralizes leptin is unknown, which hampers its application in the clinic. We therefore aimed to determine the structure of the LepAb:leptin complex.

Using papain digestion, we prepared a Fab from the LepAb, which we subjected to crystallization either in complex with human leptin or alone. Reducing SDS–polyacrylamide gel electrophoresis (SDS-PAGE) analysis confirmed the successful purification of the Fab and the Fab:leptin complex with distinct bands corresponding to each component (Fig. 1A). Using x-ray crystallography, we solved the structure of the Fab:leptin complex [Protein Data Bank (PDB) ID: 9PUO] as well as the isolated unbound Fab (PDB ID: 9PUK).

**Fig. 1.**
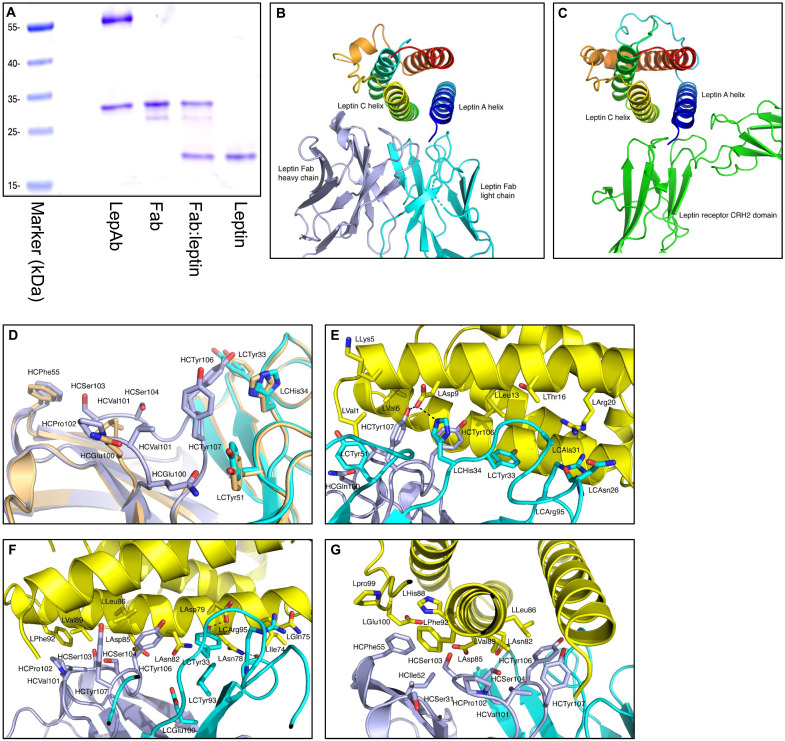
Structural characterization of a leptin-neutralizing antibody. (**A**) SDS-PAGE gel of a leptin-neutralizing antibody, Fab, Fab: leptin complex, and leptin under reducing conditions. (**B** and **C**) The interaction of the Fab with leptin mimics the LEPR CRH2 domain, which predominantly binds helix A of leptin, while the Fab also interacts with both helices A and C and the loop between helices C and D of leptin. (**D**) The superposition of the unbound Fab (orange) and Fab:leptin complex (light chain, cyan; heavy chain, light blue) shows conformational changes, with a root mean square deviation of 0.44 Å for 220 Cα atoms. The largest difference occurs in the CDR H3 loop (heavy chain residues 100 to 107), where residues 102 to 107 are unmodeled in the unbound Fab because of a lack of interpretable electron density. (**E**) Fab heavy and light chains interact with conserved residues on leptin helix A (yellow), identified by CCP4’s Ncont (≤5.0 Å) (*72*). Fab light and heavy chains are shown in cyan and light blue, respectively. Residues are labeled L (leptin), HC (heavy), and LC (light). Hydrogen bonds are depicted as dashed black lines. (**F**) Fab heavy and light chains interact with conserved residues on leptin’s helix C. For clarity, selected interactions from (D) are not shown. Hydrogen bonds are depicted as dashed black lines. (**G**) Residues from the Fab heavy chain interact with conserved residues of the leptin’s helix C and the loop between helices C and D. The charged carboxylate of LGlu^100^ points away from the hydrophobic cluster of HCPhe^55^, LHis^88^, and LPhe^92^. For clarity, selected interactions from (C) are not shown. Leptin helices A and C and the residues from the loop between helices C and D contribute to all the interactions with the heavy and light chains of the neutralizing antibody.

While the Fab:leptin interaction (Fig. 1B and fig. S1A) overall mimics that of the LEPR cytokine receptor homology 2 (CRH2) domain with leptin (Fig. 1C and fig. S1B), we observed several noteworthy differences. The LEPR CRH2 domain forms more hydrogen bonds with leptin than the Fab does (five versus three), yet the Fab epitope involves a broader region, including leptin’s helix C and residues from the C-D loop. This interaction bears greater similarity to the binding geometry of interleukin-4 (IL-4) to its receptor (*26*, *27*), with comparable buried surface areas [Fab:leptin, 870 Å^2^; IL4R (IL-4 receptor):IL-4, 810 Å^2^] (fig. S1C). Notably, we observe only minor conformational changes in the Fab upon complex formation (Fig. 1D). In the Fab:leptin complex, residues of leptin helix A interact with residues from both the Fab light chain (Asn^26^, Ala^31^, Gly^32^, Tyr^33^, His^34^, Tyr^51^, and Arg^95^) and the Fab heavy chain (Gln^100^, Val^101^, Tyr^106^, and Tyr^107^) (Fig. 1E). Key interactions include a hydrogen bond between the Fab heavy chain Tyr^107^ and leptin Asp^9^ and a salt bridge between the Fab light chain His^34^ and leptin Asp^9^. Similarly, leptin helix C engages with residues from the Fab heavy chain (Ser^31^, Ile^52^, Phe^55^, Val^101^, Pro^102^, Ser^103^, Ser^104^, Tyr^106^, and Tyr^107^) and Fab light chain (Tyr^33^, Arg^95^, Gly^98^, and Glu^100^) (Fig. 1, F and G). Crucial interactions include hydrogen bonds between Fab light chain Tyr^33^ and leptin Asp^79^ and between Fab light chain Arg^95^ and leptin Asn^78^. Two residues from leptin’s C-D loop (Pro^99^ and Glu^100^) further stabilize the Fab heavy chain interaction. The observed epitope overlaps between the Fab:leptin and LEPR CRH2:leptin complexes offer valuable insights into the antibody’s mechanism of action (Fig. 1, D and G). Several conserved residues are critical for binding specificity, underscoring their significance for leptin’s interactions with the LEPR as well as LepAb (Fig. 1 and Table 1).

**Table 1.** Interaction analysis of leptin residues in leptin:Fab and leptin:LepR structures. List of leptin residues that interact (within 5.0 Å of non-H atoms) with residues in the leptin:Fab and leptin:leptin receptor (LepR) structures (PDB ID: 8x80), as determined in the program AreaIMol in the CCP4 program suite. Asterisks denote hydrogen bonds and/or salt bridges. Numbers for leptin residues in parentheses denote the numbering used in the leptin:LepR structure. Leptin residues in bold are highly conserved.

Leptin	Fab heavy chain	Fab light chain	LepR CRH2 domain
**V1 (22)**	Q100		Y472
	V101		
	Y107		
**P2 (23)**		Y51	
**K5 (26)**	Y107		Y472
**V6 (27)**	Y107		Y472
**D9 (30)**	Y106	H34*	Y472*
	Y107*		L506
			D532
**T12 (33)**			E565
			N566
**L13 (34)**	Y106	Y33	L505
			L506
**K15 (36)**			E565
**T16 (37)**		A31	L442
		G32	L505
			F563
			E565
**T19 (40)**			V562
			F563
			E565
**R20 (41)**		N26	Y441
		A31	Y441
		R95	L442*
			T443
			I503
			L505
			F563
**R71 (92)**			T443
			Q501*
			P502
**I74 (95)**		R95	
**Q75 (96)**		R95	L442
			Q501
			P502
			I503*
N78 (99)		Y33	P502
		Y93	I503
		R95	F504
		G98	
**D79 (100)**		Y33*	I503
		Y93	L505
		R95	
		E100	
**E81 (102)**			R468
			S470
			F504
			S507
**N82 (103)**	Y106		S470
			F504
			L505
			L506
			S507*
**D85 (106)**	I52		S470
	S103		
	S104		
**L86 (107)**	Y106		L471
	Y107		Y472
**H88 (109)**	F55		
	S103		
V89 (110)	V101		
	P102		
	S103		
F92 (113)	S31		
	F55		
	P102		
	S103		
**P99 (120)**	F55		
E100 (121)	F55		

To evaluate the functional consequences of LepAb binding to leptin, we cotransfected human embryonic kidney (HEK) 293 cells with LEPRb and a phosphorylated STAT3 (p-STAT3) luciferase reporter encoding plasmids and treated them with leptin in the presence of either LepAb or a control IgG antibody. This assay revealed that LepAb effectively inhibited leptin-induced STAT3 activation compared to the IgG control (fig. S1D). Together, our structural and functional analyses demonstrate that LepAb neutralizes leptin by preventing it from binding to and thus also activating its receptor.

### Assessment of local leptin signaling in mouse models of liver and kidney fibrosis

Most of leptin’s effects are mediated through LEPRb expressed in both the brain and peripheral tissues (*28*, *29*). To investigate leptin’s role in fibrogenesis, we first assessed the total and long-isoform LEPR mRNA expression in two distinct fibrosis settings, namely a model of liver fibrosis [major urinary protein (Mup)-urokinase-type plasminogen activator (uPA) mice fed a high-fat diet (HFD)] and a model of kidney fibrosis (mice treated with a bolus of folic acid). Intriguingly, following fibrosis induction, the total and long-isoform LEPR mRNA expression was strongly up-regulated in the liver and kidney of these mice (Fig. 2, A and B). We subsequently assessed surrogates of leptin signaling by analyzing the protein levels of p-STAT3, total STAT3, and suppressor of cytokine signaling 3 (SOCS3) in the fibrotic tissues. Immunoblotting revealed markedly elevated p-STAT3 and SOCS3 protein levels in the livers of HFD-fed Mup-uPA mice (Fig. 2C) and elevated p-STAT3 and SOCS3 protein levels in the kidneys of folic acid–treated mice (Fig. 2D). These findings suggest that fibrogenesis may be accompanied by elevated local leptin signaling, raising the possibility that leptin could serve as a potential target for fibrosis treatment.

**Fig. 2.**
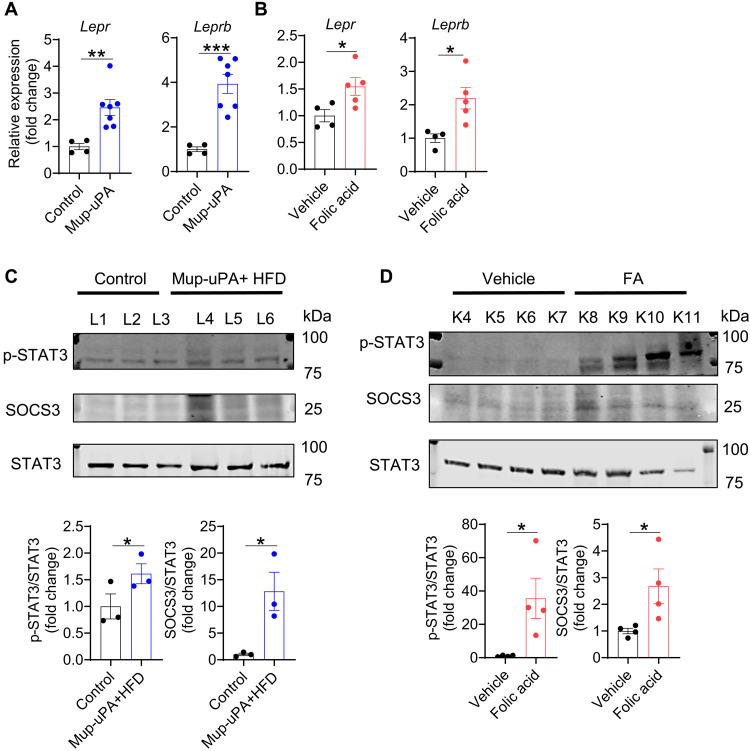
Local leptin signaling is elevated in liver and kidney fibrosis. For liver fibrosis induction, Mup-uPA (MU) mice and control littermates were fed an HFD for 12 weeks and then euthanized. For kidney fibrosis induction, wild-type mice were injected with folic acid (FA; 200 mg/kg) or vehicle and euthanized at day 7. (**A** and **B**) RT-qPCR analysis of total and long-isoform LEPR (*Lepr* and *Leprb*, respectively) mRNA expression in livers (A) (*n* = 4 to 7 per group) and kidneys (B) (*n* = 4 to 6 per group). (**C** and **D**) Immunoblot analysis of p-STAT3, STAT3, and SOCS3 protein expression in livers (C) (*n* = 3 per group) and kidneys (D) (*n* = 4 per group). Data are presented as the means ± SEM and were analyzed by a one-tailed Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

### Leptin neutralization diminishes kidney fibrosis in folic acid–treated mice

Given the potential up-regulation of local leptin signaling following folic acid–induced acute kidney injury, we assessed the therapeutic potential of leptin neutralization in this context. Mice were treated with increasing doses of LepAb (1 to 20 mg/kg) or control IgG, and fibrosis outcomes were evaluated (Fig. 3A). The body weight remained stable across all groups (fig. S2A), and LepAb treatment modestly attenuated the reduction in kidney size typically observed after folic acid injection (fig. S2B). Biochemical analysis showed a dose-dependent reduction in blood urea nitrogen (BUN) and serum creatinine levels with LepAb administration, indicative of improved renal function (Fig. 3B and fig. S2D). Similarly, the mRNA expression of several fibrotic markers decreased in a dose-dependent manner (fig. S2E). As there was no further improvement between the 10 and 20 mg/kg doses, the 10 mg/kg dose was selected for subsequent studies (Fig. 3C). Histological examination confirmed that LepAb treatment at 10 mg/kg reduced ECM accumulation and improved renal architecture compared to IgG controls (Fig. 3D). To further investigate underlying mechanisms, we performed RNA sequencing (RNA-seq) (GSE303498) on kidneys from mice treated with LepAb or IgG following vehicle- or folic acid–induced injury. 

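Kidney RNA from 3 WTK, 3 IgGK and 3 LepK mice was analysed. WTK mice had received vehicle, and IgGK and LepK mice had received folic acid at 200 mg/kg, followed by control IgG or the leptin-neutralizing antibody LepAb at 10 mg/kg. The paper gives day 28 as the day of euthanasia. The libraries were prepared by poly(A) selection without keeping the strand, so reads from overlapping genes cannot be assigned by strand. The deposited table gives the number of reads counted on each gene, by Ensembl identifier, without normalization. It lists 56748 genes, of which 37808 had a count in the kidney and lung libraries. Gene positions are given as the table lists them, since neither the table nor the paper's text names the genome build. The total count per library ranged from 28364153 to 32321976 in WTK (median 30033783), from 26729413 to 30082084 in IgGK (median 29784474) and from 25913969 to 31351652 in LepK (median 28639511). Counts were normalized with edgeR's TMM factors and are given as normalized CPM. The TMM factors ranged from 0.844 to 0.858 in WTK, from 1.14 to 1.18 in IgGK and from 0.970 to 1.05 in LepK. A library is counted as 1 mouse, and the error is the SD of 3 libraries. The 9 kidney libraries were fitted together by edgeR's quasi-likelihood model with 6 residual degrees of freedom. The test covered the 19593 genes that passed edgeR's filter on low counts (minimum count 10, minimum total count 15). A gene was called up- or down-regulated at the thresholds the paper states, an absolute log2 fold change over 0.5 and a Benjamini-Hochberg adjusted p under 0.05.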

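Folic acid with IgG changed 7310 genes against vehicle, with 4253 up-regulated and 3057 down-regulated in IgGK. The median absolute log2 fold change of the called genes was 1.16. In LepK against IgGK, 858 genes were up-regulated and 1174 were down-regulated, with a median absolute log2 fold change of 0.78. Among these 2032 genes, 1986 had no overlap between the 3 LepK and the 3 IgGK libraries. They were called on these same libraries, so this is not independent evidence. Of all genes tested, 37.4% had no overlap, where chance gives 10% on average, and genes are not independent. The alternative that moved the IgGK against WTK counts most was scaling by library size alone, which gave 7803 up-regulated and 1178 down-regulated genes. For LepK against IgGK it was edgeR's test against a log2 fold change of 0.5 (glmTreat), which gave 137 down-regulated genes. Of the 1174 genes that were lower in LepK, 1120 (95.4%) had been up-regulated in IgGK against WTK, where the sizes of the lists alone would give 255. Both comparisons use the IgGK libraries, so the lists are not independent. The 1120 genes include 6 markers of the adrenal cortex. Their sums were 635 and 814 normalized CPM in IgGK replicates 1 and 2, against 17.4 in replicate 3. Adrenal tissue left on the kidneys is a candidate source of these transcripts, and no count was made without such genes. The down-regulated genes numbered 695 without IgGK replicate 2 and 709 without LepK replicate 1, and the overlap was 656 and 649 without them. Of the 858 genes that were higher in LepK, 764 (89.0%) had been down-regulated in IgGK.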

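*Col1a1* (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) had 23.2 ± 5.22 normalized CPM in WTK, 342 ± 40.2 in IgGK and 145 ± 46.7 in LepK (SD, n = 3 mice each). Its log2 fold change was 3.88 in IgGK against WTK (standard error 0.23, adjusted p = 7.86e-08 from edgeR) and -1.24 in LepK against IgGK (standard error 0.21, adjusted p = 0.00160 from edgeR). *Col3a1* (ENSMUSG00000026043, chromosome 1, 45350698 to 45388866) went from 29.3 ± 6.15 in WTK to 441 ± 28.1 in IgGK, and was 153 ± 46.1 normalized CPM in LepK. It fell by 1.52 on the log2 scale in LepK against IgGK (standard error 0.19, adjusted p = 0.000359 from edgeR). *Fn1* (ENSMUSG00000026193, chromosome 1, 71624679 to 71692359) had 25.0 ± 1.64 normalized CPM in WTK, 274 ± 13.7 in IgGK and 115 ± 27.8 in LepK. With each library left out in turn, its log2 fold change in LepK against IgGK stayed between -1.41 and -1.07. The elastase gene *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) had the strongest fall of the 16 genes labelled in Fig. 3E. It had 3.40 ± 0.425, 112 ± 23.2 and 18.7 ± 5.70 normalized CPM in WTK, IgGK and LepK, and a log2 fold change of -2.59 in LepK against IgGK (standard error 0.20, adjusted p = 5.62e-05 from edgeR). *Apol7d* overlaps *Fn1*, *Mmp1b* overlaps *Mmp12* and an unnamed gene overlaps *Col3a1* in the annotation. The chemokine gene *Ccl9* (ENSMUSG00000019122, chromosome 11, 83463745 to 83469462) had 2.88 ± 0.730, 44.3 ± 6.10 and 21.9 ± 4.95 normalized CPM. The macrophage gene *Cd163* was the exception among the labelled genes in IgGK against WTK, with a log2 fold change of 0.63 (standard error 0.41, adjusted p = 0.220 from edgeR), although scaling by library size alone called it. It was down-regulated in LepK (log2 fold change -1.52, adjusted p = 0.0255 from edgeR), a call that held in 2 of the 6 fits with 1 library left out.

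**Figure D1:**
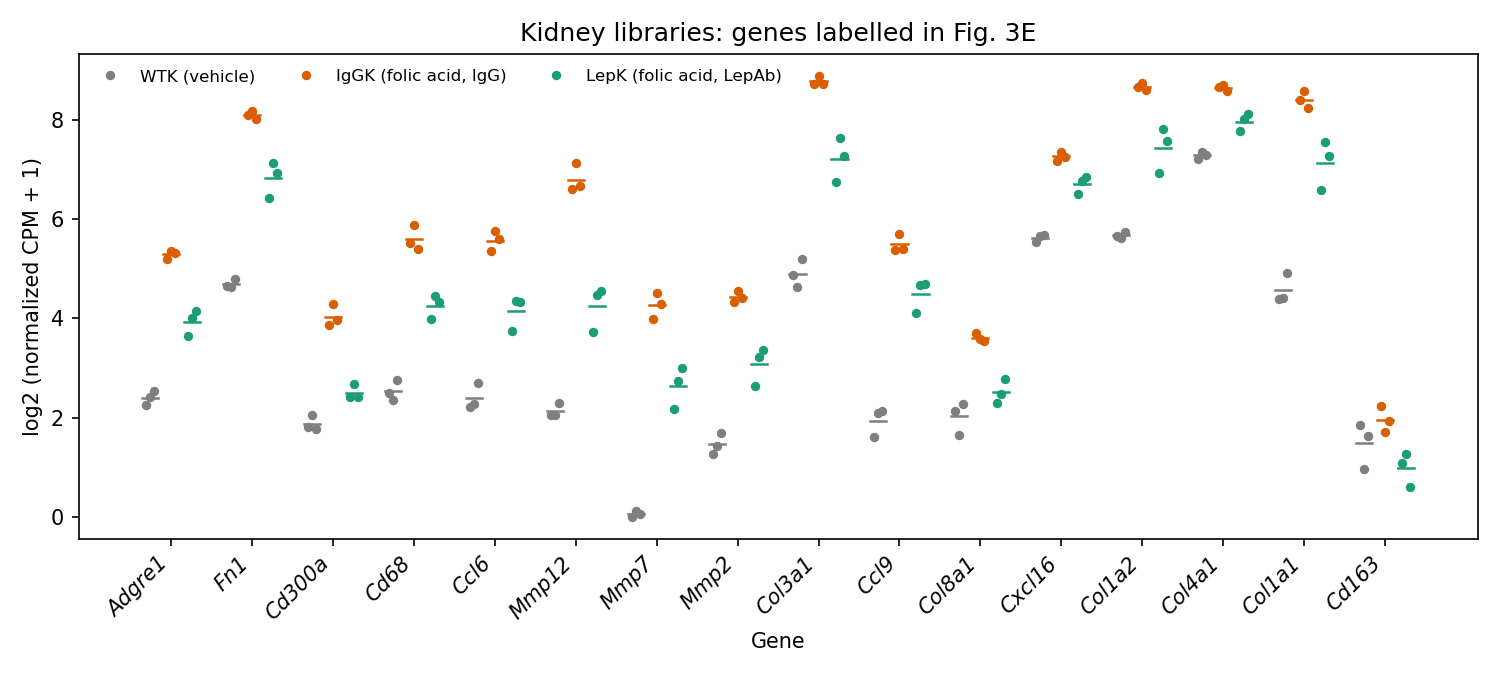
Normalized CPM in the 9 kidney libraries for the 16 genes labelled in Fig. 3E, as log2(normalized CPM + 1) on the y axis and by gene on the x axis; each point is a library and each short line the mean of the 3 points of a group. For *Col1a1* the LepK libraries lie between the WTK and IgGK libraries, and values over the panel run from 0 to 474 normalized CPM.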

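Of the 16 genes labelled in Fig. 3E, 15 were up-regulated in IgGK against WTK, with a median log2 fold change of 3.36 over the 16. All 16 were down-regulated in LepK against IgGK, with log2 fold changes from -2.59 to -0.55 (median -1.40) and edgeR adjusted p from 5.62e-05 to 0.0255. The same 16 were called with p adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Against WTK, 14 of the 16 were still up-regulated in LepK, with a median log2 fold change of 1.93. Lists of genes by family were tested with camera (limma) and its preset correlation of 0.01. The collagen list had a median log2 fold change of 1.06 in IgGK against WTK (41 genes, 31 higher, camera adjusted p = 0.000234). In LepK against IgGK its median was -0.46 (29 of 41 lower, camera adjusted p = 0.000465). In it 14 genes were down-regulated and 2 up-regulated, or 17 and 3 with p adjusted over the list alone. The medians of the chemokine ligands (33 genes) were 2.09 and -0.67, with 12 genes down-regulated in LepK, or 13 adjusted over the list alone (camera adjusted p = 0.00126). The interleukins (19 genes) had medians of 2.20 and -0.65, with 5 genes down-regulated, and also 5 adjusted over the list alone (camera adjusted p = 0.00118). The matrix metalloproteinases (17 genes) had medians of 2.66 and -0.93, with 9 genes down-regulated, or 11 adjusted over the list alone (camera adjusted p = 9.88e-06). The macrophage markers (12 genes) had medians of 3.11 and -1.16. These calls held under limma's fry test, and no list was called with the correlation estimated from the data, where the smallest adjusted p was 0.352. Scaling by library size alone moved the median of all genes to 0.48 in IgGK against WTK and -0.19 in LepK against IgGK, and kept the direction of these lists. The paper goes from the called genes to gene programs by GO enrichment of the up- and down-regulated genes taken separately, a step that was not analysed here.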

Differential expression and Gene Ontology (GO) analyses revealed that genes associated with collagen production and inflammation were notably up-regulated in the IgG-treated injured kidneys (IgGK) compared to vehicle-treated controls (WTK), whereas these same gene programs were markedly suppressed in LepAb-treated kidneys (LepK) (fig. S2, F and G, and Fig. 3, E and F). Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis validated these findings, showing meaningfully reduced expression of fibrogenic genes (*Tgfb1*, *Col1a1*, *Col1a2*, and *Col3a1*) and inflammatory mediators (*Ccl2*, *Il1b*, *Il6*, and *Ifng*) in LepAb-treated kidneys (Fig. 3, G and H). These transcriptomic and molecular data were corroborated by immunofluorescence staining, which demonstrated reduced deposition of fibronectin (FN) and collagen I (COL1) in LepAb-treated mice relative to IgG controls (Fig. 3, I and K). Together, these findings indicate that leptin neutralization mitigates kidney fibrosis and improves renal function following acute injury by suppressing profibrotic and pro-inflammatory pathways.

**Fig. 3.**
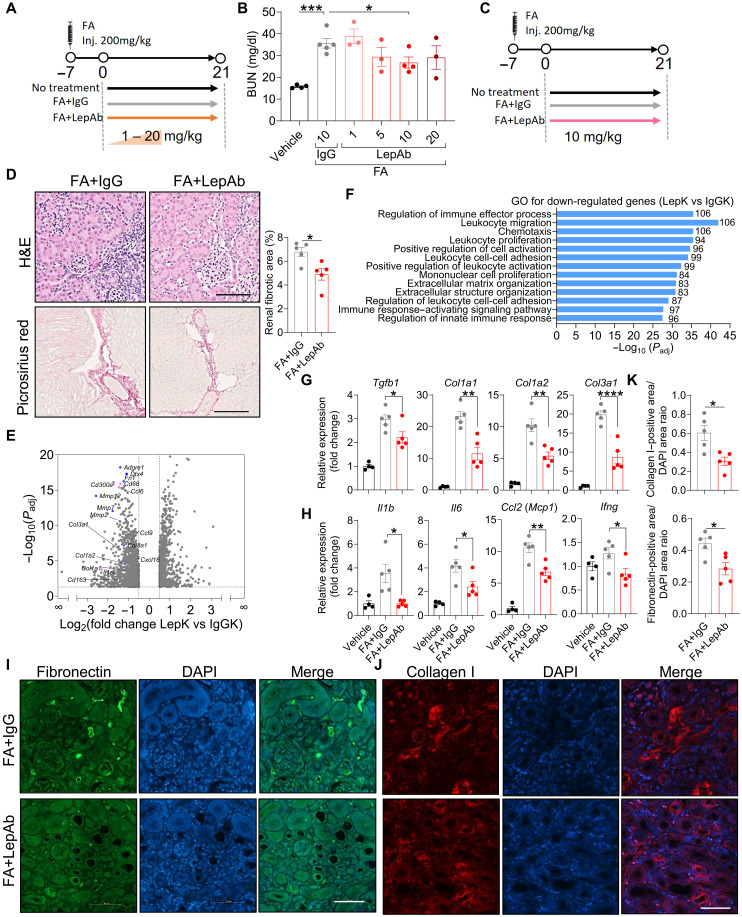
Leptin neutralization diminishes kidney fibrosis. (**A**) Experimental setup of folic acid–induced kidney fibrosis. (**B**) Serum BUN levels. (**C**) Schematic for mice that were subjected to LepAb treatment following folic acid–mediated acute kidney injury. (**D**) H&E and picrosirius red staining of kidney. Representative microphotographs are shown (*n* = 5 per group). Scale bars equal 125 μm (H&E staining) and 250 μm (Picrosirius red staining). (**E**) Volcano plots display the fold change (*x* axis) versus adjusted *P* value (*y* axis) of transcriptomic data from kidneys of IgG-treated (IgGK) versus leptin antibody–treated (LepK) mice. Mean values from *n* = 3 per group. (**F**) Labels identify gene clusters showing enrichment GO analyses for LepK versus IgGK. (**G** and **H**) RT-qPCR analysis of fibrotic (G) and inflammatory (H) gene mRNA expression in the kidney (*n* = 4 or 5 per group). DAPI, 4′,6-diamidino-2-phenylindole. (**I** and **J**) Immunofluorescence staining of fibronectin (FN) and collagen I (COL1) of the kidney. Representative microphotographs are shown (*n* = 5 per group). The scale bar equals 50 μm. (**K**) Quantification of immunofluorescence staining for FN (I) and COL1 (J) in the kidney. [(C), (D), (G), (H), and (K)] Data are presented as the means ± SEM and were analyzed by a two-tailed Student’s *t* test or one-way ANOVA with Dunnett’s test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Leptin neutralization attenuates liver fibrosis in Mup-uPA mice fed an HFD

Nonalcoholic steatohepatitis, now more commonly referred to as metabolic dysfunction–associated steatohepatitis (MASH), considerably increases the risk of hepatocellular carcinoma (HCC), with up to 50% of newly occuring HCC cases arising independently of viral infections (*30*). Obesity-related MASH can progress to liver fibrosis, cirrhosis, and eventually HCC (*31*–*33*). Our previous findings indicated that leptin signaling is increased under conditions of HFD-induced liver fibrosis in Mup-uPA transgenic mice. To evaluate the effects of leptin neutralization on MASH progression, Mup-uPA mice were fed an HFD for 10 weeks and then treated with LepAb or IgG control for an additional 2 weeks (Fig. 4A). Histological analysis showed that LepAb treatment effectively reduced hepatocyte ballooning and ECM deposition in the liver (Fig. 4B). Consistently, RT-qPCR analysis revealed noticeable reductions in the mRNA expression of key fibrotic and inflammatory markers (Fig. 4, C and D). Moreover, LepAb treatment improved liver function, as demonstrated by lower serum levels of aspartate aminotransferase (AST) (Fig. 4E), although alanine aminotransferase (ALT) levels were unaffected (fig. S3A). Immunofluorescence staining corroborated these results, showing decreased fibronectin and collagen I deposition in the liver of LepAb-treated mice (Fig. 4, F and G). Notably, body weights were not affected by either LepAb or IgG treatment, indicating that the observed therapeutic effects were independent of body weight changes (fig. S3B). These findings underscore the importance of leptin signaling for MASH pathogenesis and suggest that neutralizing leptin may help attenuate obesity-associated liver fibrosis.

**Fig. 4.**
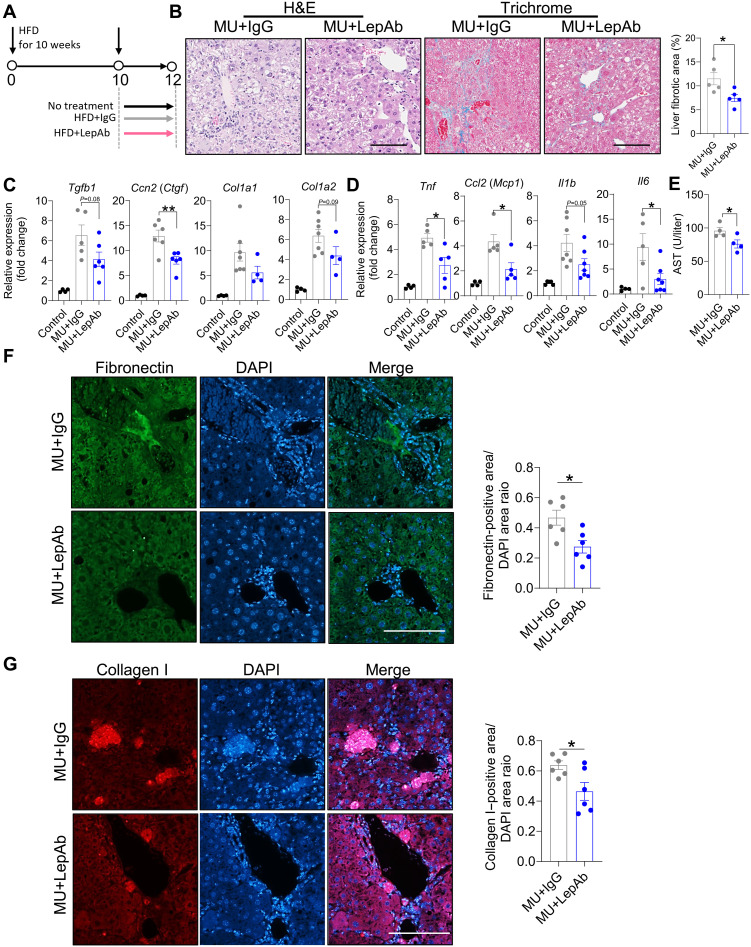
Leptin neutralization attenuates liver fibrosis. (**A**) Experimental setup of Mup-uPA– and HFD-induced liver fibrosis. (**B**) H&E and Masson’s trichome staining of the liver. Representative microphotographs are shown (*n* = 5 per group). The scale bar equals 125 μm. (**C** and **D**) RT-qPCR analysis of fibrotic (C) and inflammatory gene (D) mRNA expression in the liver (*n* = 4 to 7 per group). (**E**) Serum AST (*n* = 4 per group). (**F** and **G**) Immunofluorescence staining of FN and COL1 of the liver. Representative microphotographs are shown (*n* = 5 per group). The scale bar equals 100 μm. [(C) to (G)] Data are presented as the means ± SEM and were analyzed by a two-tailed Student’s *t* test or one-way ANOVA with Dunnett’s test. *P < 0.05; **P < 0.01.

### Leptin neutralization alleviates lung fibrosis in bleomycin-treated mice

Pulmonary fibrosis is a progressive and debilitating condition, where timely intervention is critical to prevent irreversible lung damage (*34*). To assess the therapeutic potential of leptin neutralization in this context, we treated wild-type mice with bleomycin to induce lung fibrosis and administered either a LepAb or control IgG (Fig. 5A). Histological analysis revealed that LepAb treatment preserved alveolar architecture and reduced ECM deposition compared to controls (Fig. 5B). To understand the molecular basis for these improvements, we performed RNA-seq (GSE303498) on lung tissues from bleomycin- or vehicle-treated mice receiving either LepAb (LepL) or IgG (IgGL). 

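Lung RNA from 3 IgGL and 3 LepL mice was analysed, and no vehicle-treated lung, so the lung values compare the antibodies only. The mice had received bleomycin at 1.5 units/kg, and IgG or LepAb at 10 mg/kg, and the paper gives day 14 as the day of euthanasia. Between 31193993 and 36717691 reads per library were counted on genes in IgGL (median 35669110), and between 29974718 and 38924788 in LepL (median 34346782). The counts come from the table that also holds the kidney counts and were treated in the same way, in a fit of the 6 lung libraries alone with 4 residual degrees of freedom. Its normalization factors ranged from 0.965 to 1.01 in IgGL and from 0.998 to 1.02 in LepL. After the filter on low counts, 19617 genes were tested.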

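In LepL against IgGL, 349 genes were up-regulated and 463 were down-regulated. At an unadjusted p under 0.05 there were 5357 genes. The median absolute log2 fold change of the 812 called genes was 1.02, and in each of them the 3 LepL libraries lay apart from the 3 IgGL libraries. The genes were called on these same libraries, so their separation is not independent evidence. Of all genes tested in lung, 33.3% had no overlap, where chance gives 10% on average, and genes are not independent. The counts depended on single libraries. Without IgGL replicate 1, edgeR called 1602 genes as down-regulated. Without IgGL replicate 2, LepL replicate 2 or LepL replicate 3 it called 0, with 3689, 4069 and 3401 genes at an unadjusted p under 0.05, and without IgGL replicate 3 and LepL replicate 1 it called 1 and 4. In each of these fits, all 463 genes that were down-regulated with all libraries still had a lower value in LepL. Their median log2 fold change ranged from -1.14 to -0.89. This is not independent evidence, since the 463 genes were picked on the same libraries. DESeq2, run on all 6 libraries, called 1091 genes as down-regulated.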

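*Col1a1* had 2244 ± 139 normalized CPM in IgGL and 971 ± 256 in LepL (SD, n = 3 mice each), a log2 fold change of -1.21 (standard error 0.20, adjusted p = 0.0327 from edgeR). *Col3a1* had 2517 ± 287 in IgGL and 1270 ± 232 normalized CPM in LepL, a log2 fold change of -0.99 (standard error 0.17, adjusted p = 0.0327 from edgeR). *Ccn4* (ENSMUSG00000005124, chromosome 15, 66763169 to 66795050), which encodes a matricellular protein, had 84.4 ± 39.8 in IgGL and 25.8 ± 5.61 in LepL, a log2 fold change of -1.71 (standard error 0.33, adjusted p = 0.0363 from edgeR). *Trem1* (ENSMUSG00000042265, chromosome 17, 48539796 to 48553952), a receptor gene of myeloid cells, fell furthest of the 12 genes labelled in Fig. 5C, from 13.4 ± 7.83 to 3.04 ± 0.266 normalized CPM, a log2 fold change of -2.13 (standard error 0.39, adjusted p = 0.0337 from edgeR). *Gm18679* overlaps *Trem1* in the annotation. *Il18rap* (ENSMUSG00000026068, chromosome 1, 40554522 to 40590865) was 25.0 ± 12.7 in IgGL and 11.4 ± 0.792 in LepL and was not called, with a log2 fold change of -1.13 (standard error 0.31, adjusted p = 0.0678 from edgeR). DESeq2, edgeR without the filter on low counts, the edgeR fit without IgGL replicate 1 and an edgeR fit with the injured kidney groups included called it. The other 11 labelled genes were down-regulated, with log2 fold changes of the panel from -2.13 to -0.90 and a median of -1.11. With p adjusted over the list alone, 12 were called, which is not independent evidence, since the study chose the list on these libraries. Without IgGL replicate 1 all 12 were called by edgeR, and without any other single library 0 were.

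**Figure D2:**
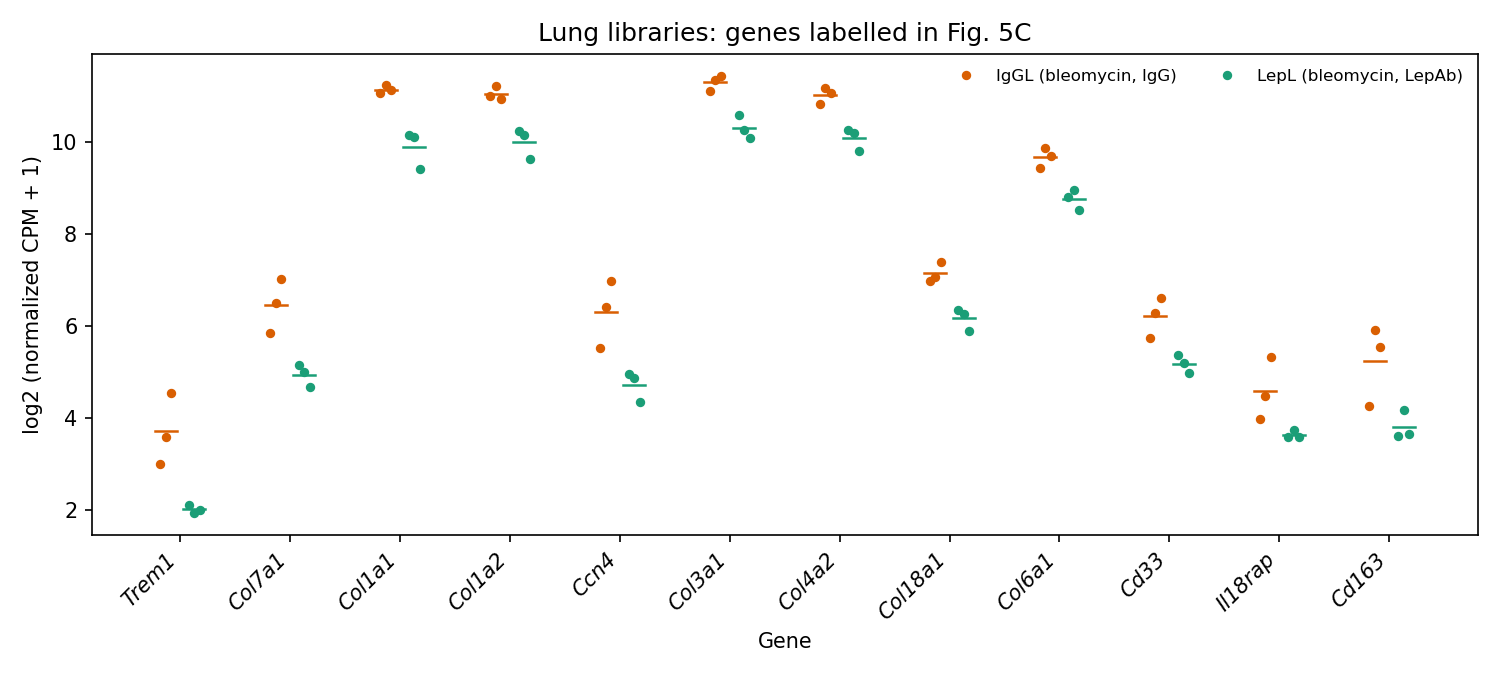
Normalized CPM in the 6 lung libraries for the 12 genes labelled in Fig. 5C, as log2(normalized CPM + 1) on the y axis and by gene on the x axis; each point is a library and each short line the mean of the 3 points of a group. In each of the 12 genes the LepL libraries lie below the IgGL libraries, over a range from 2.80 to 2754 normalized CPM.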

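By family, the collagen list fell in LepL with a median log2 fold change of -0.39 (26 of 41 genes lower, camera adjusted p = 0.000899). In it 15 genes were down-regulated and 0 up-regulated, or 18 and 3 adjusted over the list alone. The matrix metalloproteinases had a median of -0.27 (10 of 17 lower, camera adjusted p = 0.0456), with 4 down-regulated and 1 up-regulated. The macrophage markers had a median of -0.79 (11 of 12 lower, camera adjusted p = 0.000202). Of these, 5 were down-regulated and 0 up-regulated, or 10 and 1 adjusted over the list alone. The neutrophil markers had a median of -1.46 (11 of 12 lower, camera adjusted p = 3.61e-05), with 6 down-regulated, or 9 adjusted over the list alone. The fibroblast markers had a median of -0.23 (7 of 10 lower, camera adjusted p = 0.0367). These 5 lists were called by fry too. Without IgGL replicate 1 camera did not call the matrix metalloproteinases (adjusted p = 0.106) or the fibroblast markers (adjusted p = 0.420), nor the former without IgGL replicate 3 (0.0622) and the latter without LepL replicate 1 (0.0739). The chemokine ligands (median -0.21, camera adjusted p = 0.281) and the interleukins (median 0.03, camera adjusted p = 0.856) were not called as lists in lung, and the interleukins have a mean of -0.11 against that median. RLE, library-size and upper-quartile scaling moved the median of all genes in lung by less than 0.1 on the log2 scale. The paper reads these changes at the level of gene programs, through the GO terms of the called genes.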

Differential expression and GO analyses revealed that leptin neutralization notably reduced the expression of inflammation- and fibrosis-related gene programs (Fig. 5, C and D). These transcriptomic findings were corroborated by RT-qPCR, which showed reduced mRNA expression of key fibrogenic genes (*Tgfb1*, *Ccn2*, *Col1a1*, *Col1a2*, and *Col3a1*) and inflammatory cytokines (*Ccl2*, *Il1b*, and *Il6*) in the LepAb-treated group (Fig. 5, E and F). Consistent with these results, immunofluorescence staining demonstrated decreased deposition of fibronectin and a reduced signal from collagen-hybridizing peptide (CHP), a marker of ECM remodeling, in the lungs of LepAb-treated mice (Fig. 5, G and H). Together, these data indicate that leptin neutralization leads to reduced fibrotic remodeling, highlighting its potential as a therapeutic strategy for the treatment of pulmonary fibrosis.

**Fig. 5.**
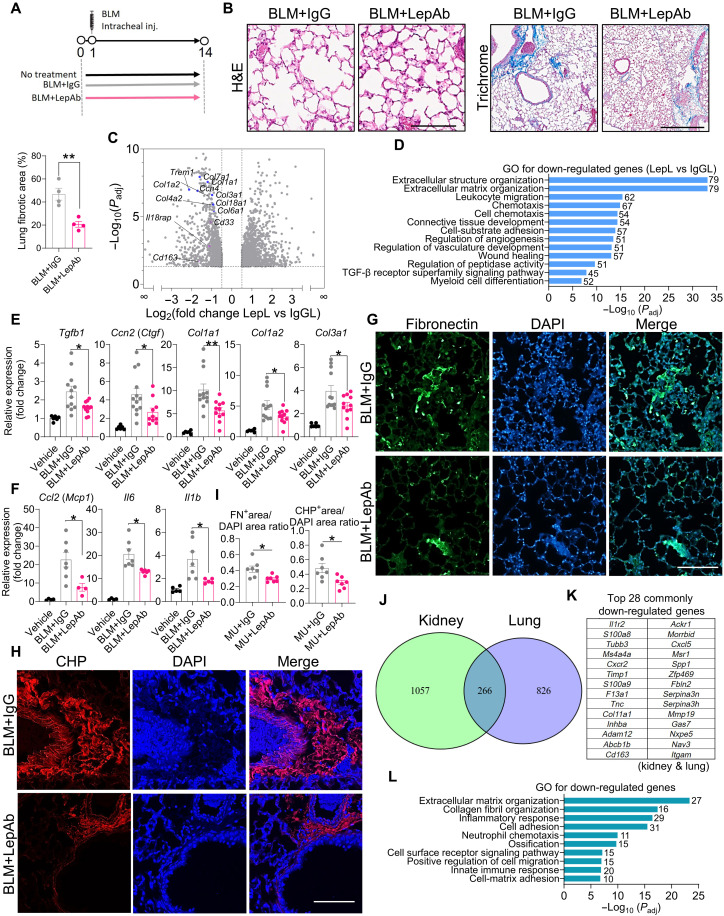
Leptin neutralization alleviates lung fibrosis. (**A**) Experimental setup of bleomycin (BLM)–induced lung fibrosis. (**B**) H&E and Masson’s trichome staining of lungs. Representative microphotographs are shown (*n* = 4 per group). For H&E staining, the scale bar equals 125 μm. For trichrome staining, the scale bar equals 500 μm. (**C**) Volcano plots display the fold change (*x* axis) versus adjusted *P* value (*y* axis) of transcriptomic data from mice treated with bleomycin or vehicle, followed by IgG (IgGL) or leptin antibody (LepL) administration. Mean values from *n* = 3 mice per group. (**D**) Gene clusters identified from hierarchical clustering, with selected clusters annotated by GO term enrichment analysis comparing IgG-treated (IgGL) and leptin antibody–treated (LepL) groups. (**E**) RT-qPCR analysis of fibrotic gene mRNA expression in the lung (*n* = 6 to 12 per group). (**F**) RT-qPCR analysis of inflammatory gene mRNA expression in the lung (*n* = 4 to 7 per group). (**G** to **I**) Immunofluorescence staining of FN (E) and CHP (F) of the lung and quantification of immunofluorescence staining of FN and CHP in the lung (I). Representative microphotographs are shown (*n* = 7 per group). The scale bar equals 100 μm. (**J**) Venn diagram showing the overlap of down-regulated genes in kidney and lung tissues after LepAb treatment. (**K**) Top 28 overlapping down-regulated genes identified on the basis of log_2_ fold change and adjusted *P* value common to the kidney and lung. (**L**) GO enrichment analysis of 266 shared down-regulated genes. Data are presented as the means ± SEM and were analyzed by a one-way ANOVA with Dunnett’s test or a two-tailed Student’s *t* test. *P < 0.05; **P < 0.01. FN^+^, FN-positive; CHP^+^, CHP-positive.

To assess whether similar transcriptional changes occur in other organs, we compared down-regulated genes in the kidney and lung using a two-way Venn diagram. 

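For the comparison of organs, genes called down-regulated in LepK against IgGK and in LepL against IgGL were intersected over the genes tested in both tissues, 17735 in number. The kidney and lung comparisons share no library. The size of the intersection was set against the number that the sizes of the lists give by chance, with a two-sided Fisher's exact test, in which genes are counted as if they were independent. Kidney and lung differ in the injury, its day of euthanasia and the organ at once, so no difference between them can be put down to the organ alone.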

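Of the 1174 kidney and 463 lung genes, 1133 and 437 were tested in both tissues, and 145 of them were down-regulated in both. Chance would give 27.9 (odds ratio 8.20, p = 5.31e-66 from Fisher's exact test over genes). The 145 are 12.8% of the kidney genes and 33.2% of the lung genes. Opposite calls were not more frequent than chance, with 22 genes down in kidney and up in lung (19.2 by chance) and 13 up in kidney and down in lung (16.1 by chance). Another 30 genes were up-regulated in both (11.1 by chance, odds ratio 2.98). Of the kidney genes, 62.3% had a lower mean in LepL than in IgGL, against 50.6% of all genes, and of the lung genes 80.1% were lower in LepK, against 53.1% of all genes. Over all genes tested in both, the log2 fold changes of kidney and lung had a Pearson r of 0.0897 and a Spearman rho of 0.101, across genes, which are not independent replicates. The count depended on the lung libraries. It was 271 without IgGL replicate 1 and 0 without IgGL replicate 2, IgGL replicate 3, LepL replicate 2 or LepL replicate 3 (edgeR), and 2 without LepL replicate 1. With all libraries DESeq2 gave 259 and glmTreat 0, with 1901 lung genes at an unadjusted p under 0.05.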

The analysis identified a total of 1323 down-regulated genes in the kidney and 1092 in the lung, with 266 genes overlapping, indicating a shared transcriptional response to LepAb treatment under fibrotic conditions. 

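*Spp1* (ENSMUSG00000029304, chromosome 5, 104582984 to 104588916), which encodes osteopontin, had 5712 ± 166 normalized CPM in IgGK, 2871 ± 623 in LepK, 4139 ± 1691 in IgGL and 1060 ± 333 in LepL (SD, n = 3 mice each). Its log2 fold change was -0.99 in kidney (standard error 0.12, adjusted p = 0.00038 from edgeR) and -1.97 in lung (standard error 0.36, adjusted p = 0.0337 from edgeR). *Timp1* (ENSMUSG00000001131, chromosome X, 20736405 to 20740974), an inhibitor of metalloproteinases, fell by 1.32 on the log2 scale in kidney and by 2.33 in lung, from 510 ± 362 in IgGL to 102 ± 26.5 normalized CPM in LepL. *Gm42793* overlaps *Spp1* and *Syn1* overlaps *Timp1* in the annotation. *Adam12* had log2 fold changes of -1.35 in kidney (adjusted p = 0.000133 from edgeR) and -2.03 in lung (adjusted p = 0.0444 from edgeR). *S100a8*, a neutrophil gene, had -2.55 in kidney, where its mean was 2.39 normalized CPM in IgGK and 0.409 in LepK, and -2.02 in lung. *Abcb1b* varied between the IgGK libraries, with 58.6, 71.9 and 9.74 normalized CPM in the 3 IgGK libraries and 9.21 ± 0.435 in LepK. Its kidney call thus rests on the IgGK libraries with 58.6 and 71.9, and edgeR's robust fit did not make it. The adrenal cortex markers had a like pattern (635, 814 and 17.4 in IgGK replicates 1, 2 and 3), and a link between them was not tested. Over the 28 genes listed in Fig. 5K, all 28 had a lower mean in LepK and in LepL. In kidney 23 were called, with log2 fold changes of the panel from -3.09 to -0.81, and in lung 17, with log2 fold changes from -2.92 to -0.88. Both calls were made for 15 of the 28, and neither for *Col11a1*, *Serpina3h* and *Nxpe5*. With p adjusted over the list alone, 27 were called in kidney and 28 in lung, which is not independent evidence, since the study chose the list on these libraries. Without IgGL replicate 1 edgeR called 27 of the 28 in lung, and without any other single lung library 0. In kidney 16 to 23 of the 28 were called with 1 IgGK or LepK library left out, the fewest without IgGK replicate 2.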

On the basis of log_2_ fold change and adjusted *P* values, the top 28 overlapping down-regulated genes are listed in Fig. 5K. GO analysis revealed that leptin neutralization may suppress collagen-related and inflammatory pathways in both lung and kidney fibrotic models (Fig. 5, J to L).

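Of the gene lists, the collagens, the matrix metalloproteinases and the macrophage, neutrophil and fibroblast markers were called down by camera and by fry in both organs, as were the fibrotic genes that the paper measured by RT-qPCR. As a list, the inflammatory genes that it measured by RT-qPCR were not called in kidney (camera adjusted p = 0.304, fry 0.154). Of its 4 genes in kidney, edgeR called *Ccl2* and *Il1b* as down-regulated and 0 as up-regulated, with 3 lower and 1 higher. In lung the list was called by camera (0.0442) but not by fry (0.0955). The lung calls of the matrix metalloproteinases and the fibroblast markers did not hold without IgGL replicate 1. A test of the antibody effect in kidney minus that in lung gave no call for the collagens, with a median difference of 0.00 (camera adjusted p = 0.931). For the chemokine ligands, called down in kidney alone, the difference had a median of -0.77 (camera adjusted p = 0.0562) and was not called. For the interleukins it had a median of -0.67 (camera adjusted p = 0.00721). From GO analysis, the paper proposes that leptin neutralization acts on collagen-related and inflammatory pathways in both models.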

### Leptin neutralization mitigates aorta and kidney fibrosis but not heart fibrosis in angiotensin II–treated mice

Leptin has been reported to contribute to the elevation of BP in obesity, but its effects on nonobese populations are less clear (*4*, *35*–*38*). To assess the impact of leptin neutralization on hypertension-driven organ fibrosis, we infused lean wild-type mice with angiotensin II (AngII) and treated them with either LepAb or control IgG for 14 days (fig. S4A). Tail-cuff BP measurements showed no substantial differences in systolic or diastolic BP between LepAb- and IgG-treated mice, independent of whether they were infused with AngII to induce hypertension or saline as a control (fig. S4, B and C). Similarly, there were no meaningful changes in the ventricular weight–to–body weight ratio between the treatment groups following AngII infusion (fig. S4D). Histological analysis of left ventricular sections revealed no changes in cardiac morphology or fibrosis between groups (fig. S4E). In line with these findings, the mRNA expression levels of fibrosis-related genes, including *Col1a1*, *Col1a2*, *Col3a1*, and *Ccn2* (*Ctgf*) in the heart were comparable between LepAb- and IgG-treated groups following AngII infusion (fig. S4F). In contrast, LepAb treatment effectively reduced kidney fibrosis in AngII-infused mice, shown by hematoxylin and eosin (H&E) and trichrome staining (Fig. 6, A and B). The mRNA expression of fibrosis-related genes, including *Col1a1*, Col*3a1*, *Ccn2* (*Ctgf*), and *Acta1*, in the kidney was attenuated after LepAb treatment (Fig. 6C). LepAb treatment also effectively decreased aortic medium thickness and fibrosis, as suggested by H&E and picrosirius red staining (Fig. 6, D and E). AngII-induced fibrotic genes of aortas were reduced in the LepAb-treated group compared to the control group (Fig. 6F). These findings suggest that while leptin neutralization does not affect hypertension-induced cardiac fibrosis, it does result in an attenuation of hypertension-induced kidney and aorta fibrosis, indicating that leptin signaling plays a crucial role in the fibrotic processes in these tissues.

**Fig. 6.**
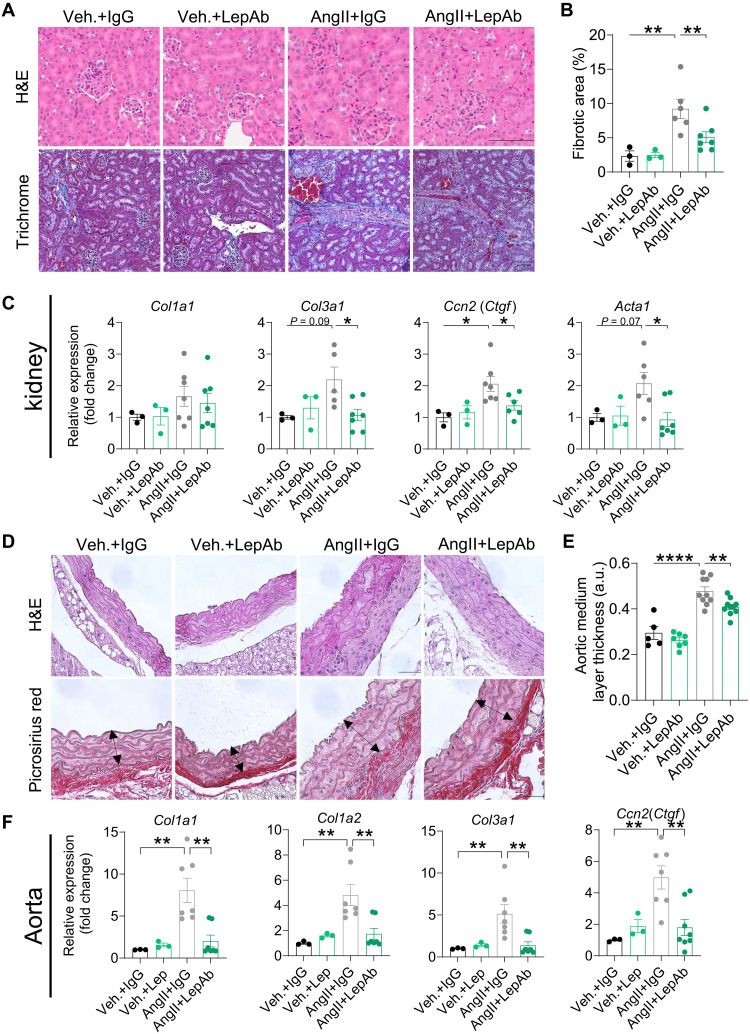
Leptin neutralization mitigates aorta and kidney fibrosis but not heart fibrosis. (**A** and **B**) H&E and Masson’s trichome staining of the kidney. Representative microphotographs (A) and quantification (B) are shown (*n* = 3 to 5 mice per group; 3 or 4 sections per mouse for quantification). For H&E staining, the scale bar equals 100 μm. For Masson’s trichome staining, the scale bar equals 50 μm (**C**) RT-qPCR analysis of fibrotic gene mRNA expression in the kidney (*n* = 3 to 6 per group). (**D** and **E**) H&E and Masson’s trichome staining of the kidney. Representative microphotographs (D) and quantification (E) are shown (*n* = 3 to 5 mice per group; 3 or 4 sections per mouse for quantification). The scale bar equals 50 μm. a.u., arbitrary units. (**F**) RT-qPCR analysis of fibrotic gene mRNA expression in the aorta (*n* = 3 to 5 mice per group). The scale bar equals 50 μm. Data are presented as the means ± SEM and were analyzed by a one-way ANOVA. *P < 0.05; **P < 0.01; **** *P* < 0.0001.

## DISCUSSION

Leptin regulates systemic metabolism and tissue homeostasis by influencing energy balance, glucose and lipid metabolism, and immune responses (*39*–*42*). Beyond these roles, leptin has been implicated in the regulation of inflammation and fibrosis in peripheral organs, including the heart, kidneys, and liver (*12*). These pleiotropic effects of leptin are predominantly mediated through the long-form LEPR (LEPRb). Suppressing leptin signaling with either leptin- or LEPRb-neutralizing antibodies may therefore present a promising therapeutic strategy for fibrotic diseases.

In this study, we used x-ray crystallography to determine the structure of a potent leptin-neutralizing antibody as an unbound Fab as well as in complex with leptin. Our structural analyses provide critical insights into the mechanistic basis of this antibody’s actions and further deepen our understanding about how leptin engages its receptor. The resolution of the Fab:leptin complex revealed that electrostatic interactions, shape complementarity, and minor conformational changes contribute to antigen binding. Consistent with other antibody:antigen complexes, the Fab antibody undergoes limited induced fit upon leptin binding, enhancing shape complementarity at the interface (*43*).

We then applied this leptin-neutralizing antibody to a set of well-established mouse models of liver, kidney, and lung fibrosis, namely HFD-fed Mup-uPA transgenic mice, folic acid–treated wild-type mice, and bleomycin-treated wild-type mice, demonstrating that leptin neutralization effectively mitigates fibrosis development. Under the chosen conditions, antibody treatment resulted in a considerable decrease in local ECM deposition and inflammatory gene expression as well as an overall improvement of tissue architecture. We thus not only provide compelling evidence that leptin signaling promotes peripheral tissue fibrosis but also highlight the immense potential of leptin neutralization as a therapeutic strategy to fibrotic diseases.

Leptin has been suggested to contribute to obesity-associated cardiac fibrosis as well (*24*). We therefore also studied the impact of leptin neutralization on the development of cardiac and renal fibrosis in lean, AngII-treated wild-type mice. Notably, while neutralizing leptin had no noticeable effect on the hypertension-induced progression of cardiac fibrosis, it still attenuated renal fibrosis in this model, suggesting that leptin signaling may influence fibrotic processes in a tissue- and/or insult-dependent manner. Future studies should include obese models to further explore the contributions of leptin signaling to the development of cardiac fibrosis and clarify the therapeutic applicability of leptin neutralization to this condition.

Antibody-mediated leptin neutralization had no adverse effects on body weight in any of the fibrotic models we studied. We suppose that the dose of antibody we applied results in a partial, but not full, neutralization of leptin activity so that sufficient central leptin signaling remains to prevent any detrimental effects on energy homeostasis from manifesting (*5*). Our findings thus suggest that leptin activity can be modulated therapeutically in both the obese and lean states without immediately compromising energy homeostasis.

Our study establishes a key role for leptin signaling in the development of peripheral tissue fibrosis. However, whether the antibody-mediated neutralization of leptin we perform here exerts its beneficial effects through changes in central and/or peripheral, potentially local, leptin signaling remains unresolved. LEPRb is not only expressed centrally by different populations of neurons but also peripherally by fibrogenic cells, including hepatic stellate cells, renal interstitial fibroblasts, lung fibroblasts, and cardiac fibroblasts (*44*–*46*), as well as in immune cells, including macrophages and T cells (*47*). As demonstrated by others, the activation of LEPRb and subsequent engagement of JAK2-STAT3, PI3K-AKT, and MAPK pathways in these peripheral cell types can directly promote their profibrotic and pro-inflammatory activation (*44*, *47*). Here, we observed a local increase in the expression of LEPRb, phosphorylation of STAT3, and expression of SOCS3 in the livers of HFD-fed Mup-uPA transgenic mice and kidneys of folic acid–treated wild-type mice, suggesting that there may be a relevant contribution of local leptin signaling in fibrogenic and/or immune cells to the progression of fibrosis in these models. Dedicated loss-of-function studies will be needed to dissect the relative contributions of central and peripheral leptin signaling in distinct cell types to the development of fibrosis in different peripheral tissues.

Previous studies have suggested peripheral leptin signaling to play both direct, profibrotic and indirect, pro-inflammatory roles in the progression of peripheral tissue fibrosis (*48*–*51*). Whether direct or indirect leptin actions predominate may depend on the specific tissue and insult in question. While studies in liver and kidney fibrosis models have suggested direct, profibrotic actions that also implicate transforming growth factor–β (TGF-β) and STAT3 signaling (*50*, *51*), a direct profibrotic action of leptin could not be established in vivo. Leptin has however been shown to enhance the expression of collagen I and α–smooth muscle actin in TGF-β1–stimulated A549 cells in vitro. Concerning indirect, pro-inflammatory effects, leptin has been demonstrated to augment the expression of TNF-α (tumor necrosis factor–α), IL-12, and IL-6 in LPS-stimulated macrophages (*52*).

Although central leptin resistance is a well-recognized phenomenon that has been proposed to contribute to the development and maintenance of obesity by impairing neuronal leptin signaling, the occurrence and relevance of obesity-associated peripheral leptin resistance remain ill-defined. Reports from others, as well as our own findings, suggest that leptin signaling may persist in peripheral tissues in the obese state. Fernández-Riejos *et al.* (*47*), for instance, demonstrated that peripheral leptin signaling remained active and modulated immune responses and tissue remodeling, even in a setting of systemic hyperleptinemia. Similarly, we observed indications of peripheral leptin signaling in the livers of HFD-fed Mup-uPA transgenic mice, specifically increases in local STAT3 phosphorylation and SOCS3 expression. Central leptin resistance has been suggested to arise from an impaired transport of leptin across the blood-brain barrier, diminished expression of LEPRb on the surface of neurons, detrimental posttranslational modifications to LEPRb, and/or negative feedback through SOCS3 and PTP1B (tyrosine-protein phosphatase nonreceptor type 1) (*53*–*55*), the causes of mechanisms underlying the development of peripheral leptin resistance have remained comparably elusive. Inflammatory cytokines may actually enhance the expression of LEPRb and downstream signaling in peripheral tissues, creating a feed-forward loop that may augment fibrosis (*56*, *57*). The relative preservation of leptin sensitivity in peripheral tissues in the context of fibrosis may reflect both a unique tissue microenvironment and specific signaling events.

While our study highlights the therapeutic potential of leptin neutralization, certain limitations must be acknowledged. The dose of leptin-neutralizing antibody may require further optimization across different fibrotic conditions, and the long-term safety of antibody application remains to be explored, although we now anticipate no negative effects. In addition, expanding this research to include female as well as obese mice will enhance the translational relevance of these findings.

In conclusion, our study demonstrates that targeting leptin signaling is a promising strategy for treating fibrosis in multiple organs. Our findings highlight the intersection of metabolic, inflammatory, and fibrotic processes, emphasizing the importance of developing comprehensive therapeutic approaches to chronic diseases. We thus lay the groundwork for future research into the targeted modulation of leptin signaling and its clinical applications.

## MATERIALS AND METHODS

### Study design

The aim of this study is to define the structural and therapeutic potential of a leptin-neutralizing antibody (hLep3) in tissue fibrosis. Structural characterization was performed using x-ray crystallography to solve the structures of hLep3 in both unbound and leptin-bound states, revealing that the antibody mimics the LEPR by engaging key leptin-binding interfaces. To assess therapeutic efficacy, hLep3 was tested in multiple murine models of fibrosis, affecting the kidney, liver, lung, heart, and vasculature. Mice received hLep3 or IgG control, and fibrosis was evaluated using histology, immunostaining, and gene expression. Mechanistic studies further examined the impact of leptin blockade on inflammatory and fibrotic signaling pathways including JAK-STAT. Only male mice were used in this study, and treatments included folic acid, bleomycin, and AngII with or without hLep3. In each experiment, age-matched male mice were randomly assigned to treatment groups. Mup-uPA mice were fed an HFD followed by IgG- or LepAb-neutralizing antibody injection, and the body weight was monitored. Investigators were not blinded to genotyping or treatment groups at Touchstone Diabetes Center, Dallas, TX. Mice were maintained, and studies were performed according to protocols approved by the Institutional Animal Care and Use Committee of University of Texas Southwestern Medical Center. Mice had ad libitum access to standard or special diets, and all experiments were replicated at least once to ensure biological reproducibility and adequate statistical analysis for comparisons.

### Animal models

The Institutional Animal Care and Use Committee of University of Texas Southwestern Medical Center at Dallas approved all animal studies (APN no. 2024-103545-G). All mice were housed under standard laboratory conditions (12-hour light/12-hour dark cycle) and provided with ad libitum access to food and water.

### Transgene and HFD-induced liver fibrosis model

Twelve-week-old male Mup-uPA transgenic mice (*58*) and their transgene-negative littermates were fed a lard-based HFD (60% calories from fat; Bio-Serv, no. S1850) for 10 weeks to promote obesity and then grouped to receive either LepAb or control IgG injections for another 2 weeks. These injections were performed intraperitoneally, twice per week at a dose of 10 mg/kg. The mice were euthanized after 2 weeks of antibody injection, and tissues were collected for analysis.

### Folic acid–induced kidney fibrosis model

Ten- to 12-week-old male C57Bl/6 mice were injected intraperitoneally with a single dose of folic acid (200 mg/kg in 0.3 M NaHCO_3_, pH 7.4; Sigma-Aldrich, F7876) or vehicle (0.3 M NaHCO_3_, pH 7.4) to induce acute kidney injury and subsequent fibrosis and then grouped to receive either LepAb or control IgG injections for 21 days, starting on day 1. These injections were performed intraperitoneally, every other day at a dose of 1 to 20 mg/kg (as indicated). The mice were euthanized at day 28, and tissues were collected for analysis.

### Bleomycin-induced lung fibrosis model

Twelve-week-old male C57Bl/6 mice were administered intratracheally with a single dose of bleomycin (1.5 units/kg; Sigma-Aldrich, no. B2434) or vehicle (saline) to induce acute lung injury and subsequent fibrosis and then grouped to receive either LepAb or control IgG injections for 14 days, starting on day 1. These injections were performed intraperitoneally, every other day at a dose of 10 mg/kg. The mice were euthanized at day 14, and tissues were collected for analysis. Another group of mice was not treated with any antibody and euthanized at day 14.

### BP measurement

Minipumps (1002D; Alzet, Cupertino, CA) were implanted subcutaneously in 11- to 12-week-old mice to deliver AngII (1000 ng/kg per minute) or vehicle (saline) (*59*). For tail-cuff BP measurements, mice were infused with AngII or vehicle for 2 weeks, and BP was measured using the CODA-HT8 Blood Pressure Analysis System (CODA High Throughput system**,** Kent Scientific Corp., Torrington, CT).

### Serum BUN measurement

The levels of serum BUN were measured using an Invitrogen Urea Nitrogen Colorimetric Detection kit (Invitrogen, EIABUN).

### Serum creatinine measurement

The levels of serum creatinine were measured using a Cayman Creatinine (serum) Colorimetric Assay kit (Cayman, no. 700460).

### Serum AST and ALT measurement

The measurement of serum AST and ALT was performed by the Metabolic Phenotyping Core of UTSW Medical Center.

### HEK293 cell culture, transfection, and luciferase assay

HEK293 cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco, 11965092) supplemented with 10% fetal bovine serum and penicillin-streptomycin in a humid incubator with 5% CO_2_ at 37°C. This cell line was seeded into a 96-well plate and reached 80% confluence. The cells were then cotransfected with LEPRb and p-STAT3:luciferase reporter plasmids and treated with leptin (40 ng/ml) in the presence of either LepAb or a control IgG antibody. Before adding to the wells, leptin and LepAbs were mixed in 1.5-ml Eppendorf tubes with gentle shaking for 1 hour. Then, the mixture was added into the well for 24 hours. After that, the wells were washed twice with cold phosphate-buffered saline and then underwent luciferase analysis using the ONE-Glo Luciferase Assay System (*60*).

### Leptin-neutralizing antibody discovery and production

The generation and purification of the human leptin-neutralizing antibody (hLep3; herein “LepAb”) are described in detail elsewhere (*5*).

### Human leptin production

A pSUMO-TCS(A)-LEP W100E plasmid for human leptin [W100E variant (*61*)] expression in bacterial cells was cloned by Gibson assembly. This plasmid encodes a fusion protein featuring an N-terminal hexahistidine-affinity tag, SUMO, a tobacco etch virus (TEV) protease-cleavable linker, and mature human leptin (amino acids 22 to 167; with W121E substitution). The pSUMO-TCS(A)-LEP W100E plasmid was transformed into the expression host *Escherichia coli* BL21 (DE3), and overexpression was induced overnight at 30°C. The cells were lysed, and Ni-NTA purification was performed. This yielded a recombinant protein of ~95% purity by SDS-PAGE. The hexahistidine-affinity tag and SUMO were subsequently removed by TEV protease digestion. Ni-NTA extraction of the removed portions and used TEV protease resulted in a recombinant protein of ~98% purity by SDS-PAGE (Fig. 1A). The pSUMO-TCS(A)-LEP W100E plasmid sequence is available upon request.

### Fab generation and Fab:leptin complex formation

LepAb (25 mg/ml) was digested with agarose-immobilized papain (Thermo Fisher Scientific, no. 20341) to produce Fab and Fc antibody fragments. For complex formation, the purified Fab (12 mg/ml) was incubated with recombinant human leptin (15 mg/ml) overnight at 4°C. An HL Sephacryl S-200 HR column (Cytiva, no. 17119501) was used for size exclusion chromatography using a 20 mM tris-HCl (pH 7.5) and 150 mM NaCl buffer. Peak fractions containing the desired protein or protein complexes were pooled and concentrated to 20 mg/ml using a Pierce 10K MWCO Protein Concentrator (Thermo Fisher Scientific, no. 88528).

### Crystallization, data collection, and structure determination

The Fab:leptin complex and unbound Fab crystals were grown by the hanging drop vapor diffusion method at 20°C in 24-well VDX trays using a 1:1 ratio of protein/reservoir solution. The Fab:leptin complex was applied at 25 mg/ml in a buffer containing 20 mM Hepes, pH 7.4, and 75 mM NaCl against a reservoir solution containing 18% polyethylene glycol, molecular weight 800 (PEG-8000) and 20% glycerol. The unbound Fab was applied to VDX trays at 25 mg/ml in a buffer containing 20 mM Hepes, pH 7.4, and 75 mM NaCl against a reservoir solution containing 1 M LiCl, 0.1 M citrate, pH 4.0, and 20% (w/v) PEG-8000. The obtained crystals were cryoprotected with 18% (w/v) PEG-8000 and 20% (v/v) glycerol, diffracted to a minimum Bragg spacing (*d*_min_) of 3.10 Å, and exhibited the symmetry of space group *P*1 with cell dimensions of *a* = 51.9 Å, *b* = 48.5 Å, *c* = 125.0 Å, α = 90.3°, β = 85.2°, and γ = 70.4° and contained two complexes per asymmetric unit. Crystals of the unbound Fab diffracted to a minimum Bragg spacing (*d*_min_) of 3.25 Å and exhibited the symmetry of space group *P*2_1_2_1_2 with cell dimensions of *a* = 70.2 Å, *b* = 207.9 Å, and *c* = 72.8 Å and contained two molecules of Fab per asymmetric unit. All diffraction data were collected at beamline 19-ID (SBC-CAT) at the Advanced Photon Source (Argonne National Laboratory, Argonne, IL) and processed in the program HKL-3000 (*62*) with applied corrections for effects resulting from absorption in a crystal and for radiation damage (*63*, *64*), the calculation of an optimal error model, and corrections to compensate the phasing signal for a radiation-induced increase in nonisomorphism within the crystal (*65*, *66*). The data for both crystals displayed notable levels of anisotropy.

Phases were obtained via a molecular replacement experiment in the program Phaser (*67*) using modified search models from the previously determined human leptin structure (PDB: 1AX8) and a model for the heavy and light chains of the Fab obtained from the AlphaFold2 CoLab server (*68*, *69*). Completion of this model was performed by multiple cycles of manual rebuilding in the program Coot (*70*) alternated with positional and isotropic atomic displacement parameter refinement to a resolution of 3.10 Å using the program Phenix (*71*), with a random 10% of all datasets aside for an *R*_free_ calculation. Because of the low resolution of the diffraction data for both crystals, torsion-angle noncrystallographic symmetry restraints and secondary structure restraints were used during model refinement. The model and electron density for chains A (Fab heavy chain), B (Fab light chain), and C (leptin) of the Leptin:Fab complex are the most complete. The more complete model of leptin in this complex includes an ordered helix E and the linker between helices D and E, primarily due to a close crystallographic lattice contact to this ordered region. Data collection and structure refinement statistics are summarized in table S1.

### RNA isolation and RT-qPCR

Tissue samples were lysed at 4°C in TRIzol (Thermo Fisher Scientific, no. 15596018), and RNA was isolated using the RNeasy Mini Kit (Qiagen, no. 74106). RNA concentrations were determined on a NanoPhotometer (Implen), and cDNA synthesis was carried out using the PrimeScript 1st strand cDNA Synthesis Kit (Takara, no. 6110A). RT-qPCR was performed using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, no. A25778) on the QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). Gene expression was normalized to the housekeeping gene *Rpl19* using the ΔΔ*C*_T_ method. PCR specificity was confirmed by the melting curve analysis. Primer sequences are listed in table S2.

### RNA-seq analyses

RNA-seq was performed by Novogene (Sacramento, CA), as described previously (*72*). Briefly, RNA isolated from the kidney or lung was used to prepare an RNA-seq library. 

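The labels of the libraries give extraction of RNA with a column kit and poly(A) enrichment. The matrix holds, for each gene, the counts, values scaled by gene length (FPKM) and the results of each comparison. Only the counts were used for the calls given here. No aligner, counting tool or test is named in the paper's text, and the analysis of GO terms was not repeated.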

Downstream analysis was done from the matrix file provided by Novogene. For each comparison, differentially expressed genes were identified using a threshold of log_2_ fold change >0.5 and <−0.5 and an adjusted *P* value (*P*_adj_) <0.05. GO enrichment analysis was carried out separately for the up-regulated and down-regulated genes using the cluster Profiler package in R focusing on the Biological Process category. All expressed genes in the dataset were used as the background, and only GO terms with a *q* value <0.05 were considered significant along with the gene count of >=10. Across the comparisons, we observed different sets of enriched pathways depending on the direction of gene regulation. Enrichment of pathways affected in both directions was plotted in each comparison on the basis of the statistical significance and gene count.

### Protein extraction and immunoblot analysis

Tissues were lysed at 4°C in radioimmunoprecipitation assay (Sigma-Aldrich, R0278) buffer supplied with protease and phosphatase inhibitors (Roche, no. 04906837001) and subsequently cleared by centrifugation. Protein concentrations were determined using the Pierce BCA Protein Assay (Thermo Fisher Scientific, no. 23225). Proteins were separated into two gels (Bio-Rad, no. 5671095) and transferred onto two membranes (Bio-Rad, no. 1704271). The following primary antibodies were used at 1:1000 dilutions: p-STAT3 (Cell Signaling Technology, no. 4139), STAT3 (Sigma-Aldrich, no. A4700), and SOCS3 (Cell Signaling Technology, no. 52113). Membranes were incubated with IRDye-conjugated secondary antibodies (LI-COR) and scanned on an Odyssey DLx Imager (LI-COR). The obtained images were analyzed using Image Studio software (version 3.0; LI-COR).

### Histological analysis

Tissues were fixed overnight at room temperature in 10% neutral-buffered formalin and thereafter stored in 50% ethanol. Fixed tissues were dehydrated, embedded in paraffin, and cut into 4- to 7-μm sections. H&E, picrosirius red, and Masson’s trichrome staining of deparaffinated sections was carried out according to established protocols. For immunofluorescence staining, deparaffinated sections were treated for 20 min at 95°C in R-buffer A (Electron Microscopy Sciences, 62706-10) for antigen retrieval, blocked with 5% normal goat serum for 60 min at 22°C, incubated with primary antibodies overnight at 4°C, incubated with fluorochrome-conjugated secondary antibodies at 37°C for 1 hour, and then mounted with antifade mounting medium (Vectashield). The following primary antibodies were used: fibronectin (1:500 dilution; Chemicon, no. AB1943), collagen I (1:500 dilution; Thermo Fisher Scientific, no. PA5-95137), and R-CHP (1:500 dilution; Advanced Biomatrix, no. 5276-UG). Samples were imaged on a Zeiss Axioscan 7.

### Statistical analysis

The data are expressed as the means ± SEM. Differences between groups were assessed using an analysis of variance (ANOVA). Statistical significance was determined at *P* < 0.05 using either a one-tailed or two-tailed Student’s *t* test or one-way ANOVA with Bonferroni’s post hoc test, as appropriate. Detailed statistical information, including the exact sample size (*n*), measures of central tendency, dispersion, precision (means ± SEM), and significance levels, is provided in the figures and figure legends. All statistical analyses were conducted with GraphPad Prism 10.4.1.

# Supplementary material for: Leptin as a key driver for organ fibrogenesis
**Source:** Sci Adv. 2025 Oct 22;11(43):eady7904. doi: 10.1126/sciadv.ady7904
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Tables S1 and S2 Legend for table S3

Supplementary Materials for  
**Leptin as a key driver for organ fibrogenesis**

Xue-Nan Sun *et al.*

*Sci. Adv.* **11**, eady7904 (2025)  
DOI: 10.1126/sciadv.ady7904

**The PDF file includes:**

Figs. S1 to S4  
Tables S1 and S2  
Legend for table S3

**Other Supplementary Material for this manuscript includes the following:**

Table S3

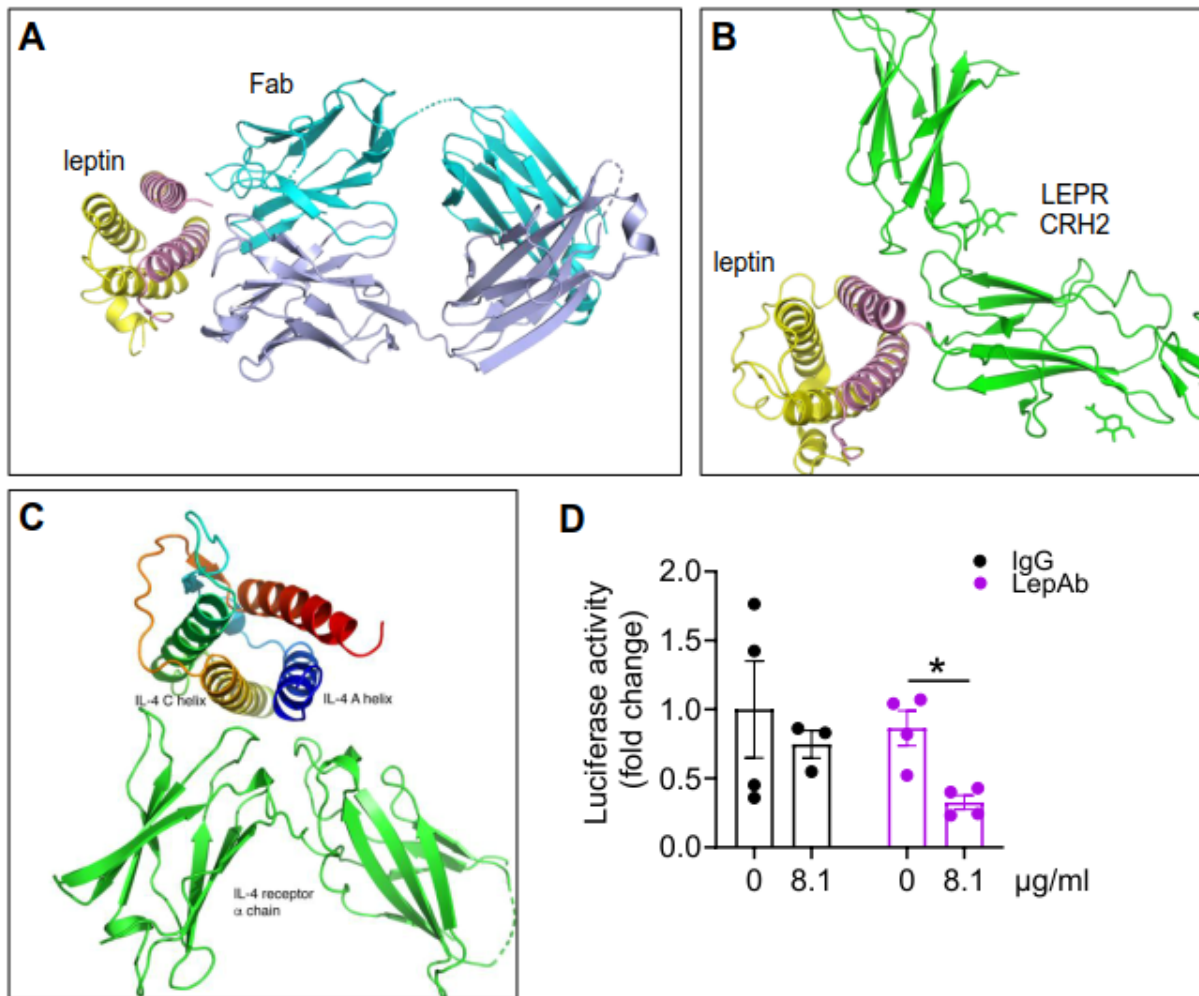

**Fig. S1. Further characterization of a leptin-neutralizing antibody.**

**(A)** Overview of the Fab:leptin complex structure. Leptin (colored yellow and with helices A and C in pink) is shown docked with the Fab light chain (colored cyan) and heavy chain (colored light blue). **(B)** Overview of the leptin receptor (LEPR) CRH2:leptin complex. Leptin (colored yellow and with helices A and C in pink) is shown docked with the CRH2 domain (colored green; PDB: 8X80 (59)). **(C)** Overview of the interleukin-4 (IL-4) receptor  $\alpha$  chain:IL-4 complex. IL-4 (multicolored) is shown docked with the IL-4R  $\alpha$  chain (colored green; PDB: 1IAR). This interaction closely resembles the extended interaction of the leptin-neutralizing Fab with leptin. Buried surface areas are 810 Å<sup>2</sup> for the IL-4R  $\alpha$  chain: IL-4 complex (26), 760 Å<sup>2</sup> for the LEPR CRH2:leptin complex, and 870 Å<sup>2</sup> for the leptin-neutralizing Fab:leptin complex. The latter two according to the Protein Interfaces, Surfaces and Assemblies (PISA) service at the European Bioinformatics Institute. ([http://www.ebi.ac.uk/pdbe/prot\\_int/pistart.html](http://www.ebi.ac.uk/pdbe/prot_int/pistart.html)) (60). **(D)** pSTAT3 response in HEK293 cells co-transfected with LEPRb and a pSTAT3: luciferase reporter plasmids and

stimulated for 12 hours with leptin (40 ng/ml) in presence or absence of either LepAb or control IgG (n=3-4 per group). Data are presented as mean±SEM and were analyzed by a two-tailed Student's t test. \*, p<0.05.

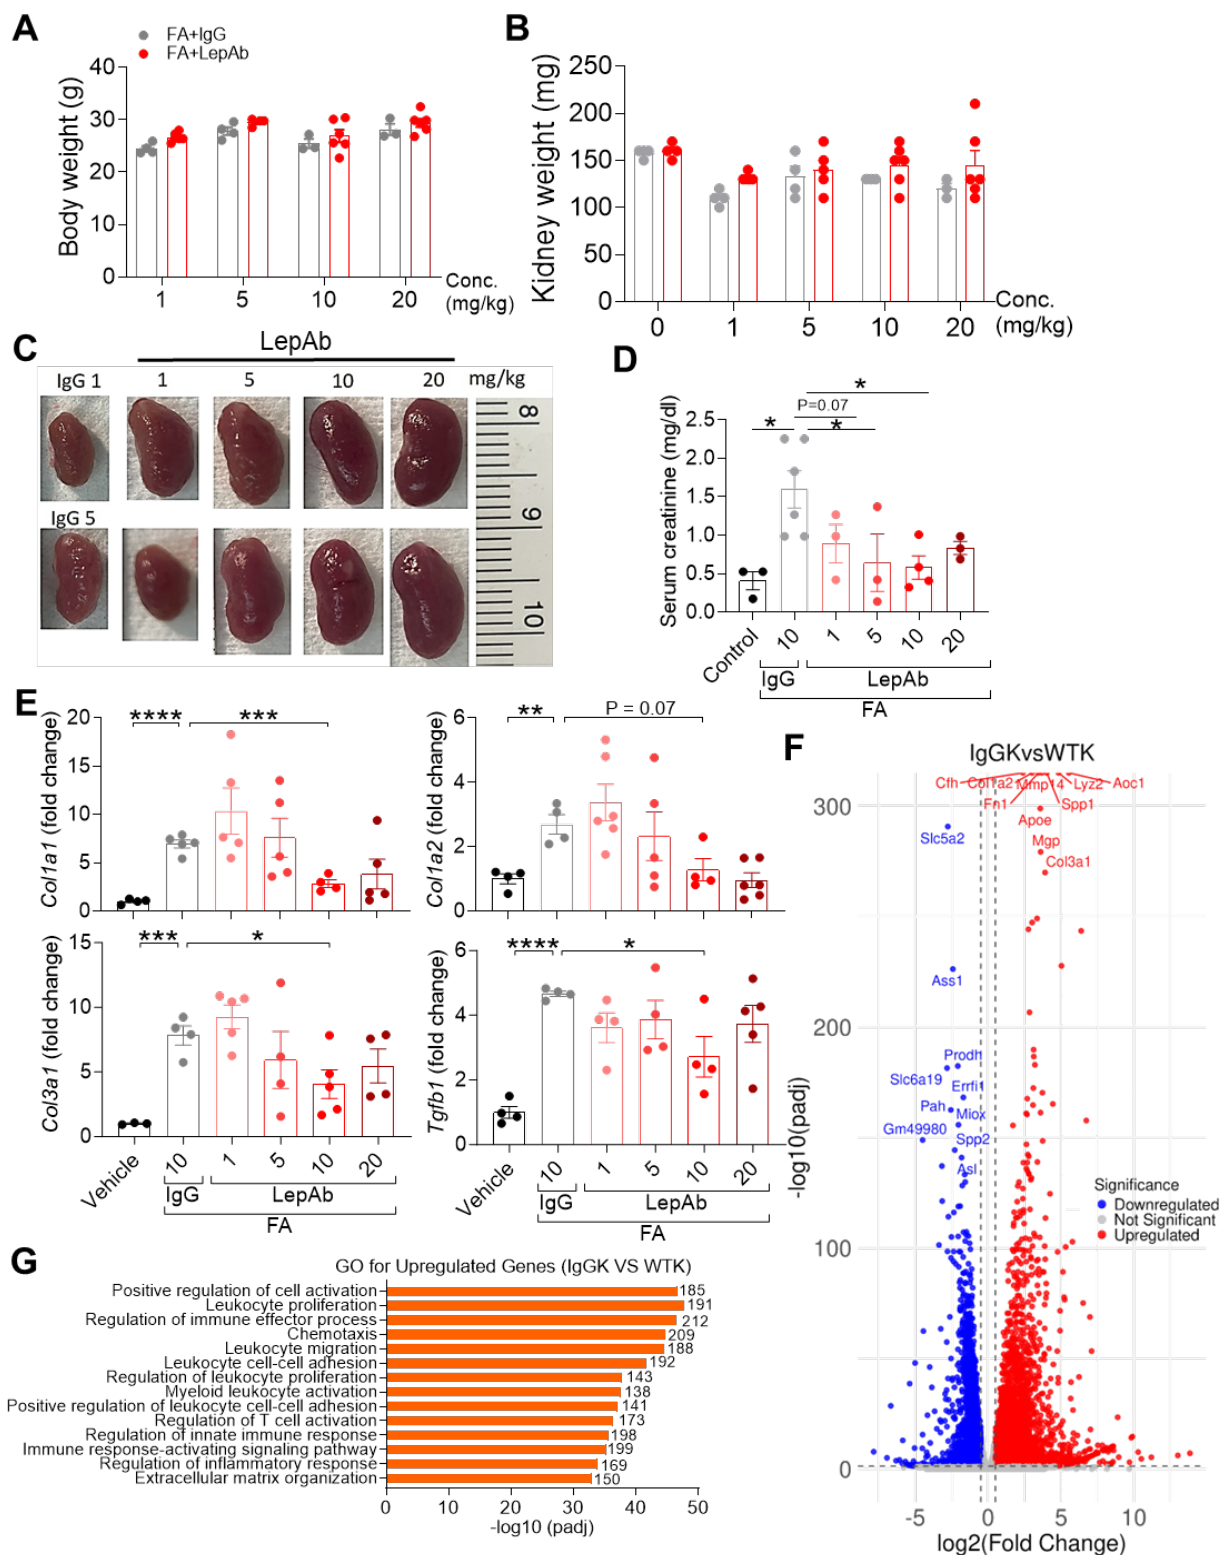

**Fig. S2. Further effects of leptin neutralization in kidney fibrosis.**

Refer to Figure 3 for experimental setup. **(A–B)** Body and kidney weight following folic acid (FA)-induced kidney fibrosis (n=3-6 per group). **(C)** Gross anatomy of kidney (n=1-2 per group). **(D)** Serum blood creatinine levels. **(E)** RT-qPCR analysis of fibrotic gene mRNA expression in the kidney (n=3-6 per group) in does-dependant experiments followed by FA-induced kidney fibrosis. **(F)**. Volcano plots display fold change (x-axis) versus adjusted *P* value (y-axis) of transcriptomic data from kidneys of vehicle-treated (WTK) vs. folic acid-treated (IgGK) mice. 

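The 20 genes labelled in fig. S2F were all called in IgGK against WTK, 10 up-regulated and 10 down-regulated, with log2 fold changes from -4.48 to 5.54 and edgeR adjusted p from 4.84e-09 to 6.95e-08. *Aoc1* (ENSMUSG00000029811, chromosome 6, 48849830 to 48886122) rose most, from 3.18 ± 0.467 normalized CPM in WTK to 149 ± 4.40 in IgGK (SD, n = 3 mice each), a log2 fold change of 5.54 (standard error 0.19). The macrophage gene *Lyz2* rose from 38.9 ± 6.63 to 1111 ± 151 normalized CPM. The proximal tubule glucose transporter gene *Slc5a2* (ENSMUSG00000030781, chromosome 7, 127864829 to 127871602), which *Rusf1* overlaps in the annotation, was 350 ± 23.6 normalized CPM in WTK and 51.7 ± 2.41 in IgGK, a log2 fold change of -2.76. *Ass1* was 2957 ± 97.7 in WTK and 555 ± 55.7 normalized CPM in IgGK. *Gm49980* fell most, from 42.4 ± 3.25 to 1.87 ± 0.547 normalized CPM. All 20 were called in the opposite direction in LepK against IgGK. With p adjusted over the list alone, the same 20 were called, which is not independent evidence, since the study chose the list on these libraries.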

Mean values from n = 3 / group. **(G)**. 

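Lists of kidney cell types, tested with camera, moved with the injury in IgGK against WTK. The proximal tubule markers fell in all 11 genes, with a median log2 fold change of -1.59 (camera adjusted p = 6.86e-07). The injured tubule markers, such as *Havcr1* and *Lcn2*, rose in all 8 genes, with a median of 4.85 (camera adjusted p = 1.57e-06). The T cell markers (11 genes) had a median of 2.25, the neutrophil markers (6 genes) 2.87 and the fibroblast markers (10 genes) 1.81, and each of these lists was called up by camera and by fry. The B cell markers (median 0.08, camera adjusted p = 0.753) and the endothelial markers (median -0.25, camera adjusted p = 0.165) were not called by camera. Fry called the endothelial markers (adjusted p = 0.0237), and library-size scaling turned their median to a rise.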

Labels identify gene clusters showing enrichment GO analyses for Kid-IgG-(IgGK) and Kid-Vehicle (WTK) treated mice. **(A–B)** Data are presented as mean±SEM and were analyzed by a one-way ANOVA test. No significant differences were detected.

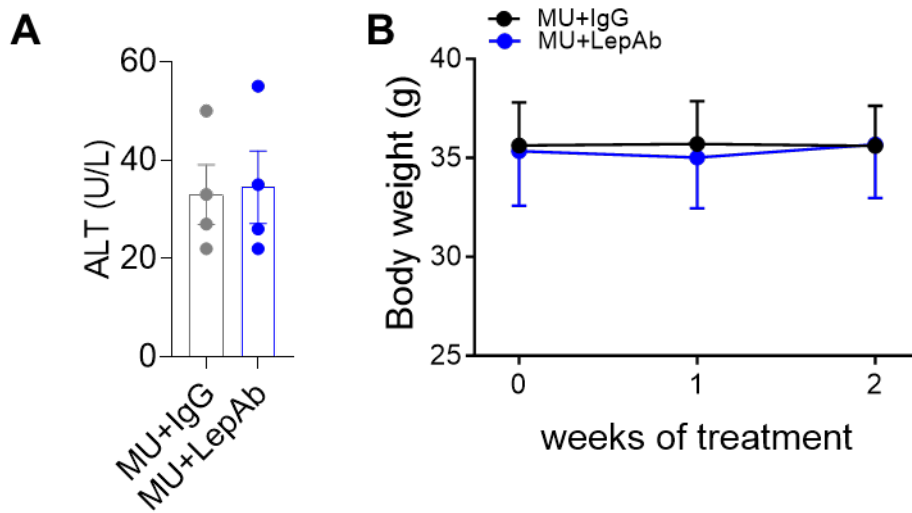

**Fig. S3. Additional effects of leptin neutralization in liver fibrosis.**

Refer to Figure 4 for experimental setup. **(A)** Serum alanine aminotransferase (ALT) levels. **(B)** Body weight (n=7 per group). Data are presented as mean±SEM and were analyzed by one-way ANOVA. No significant differences were detected.

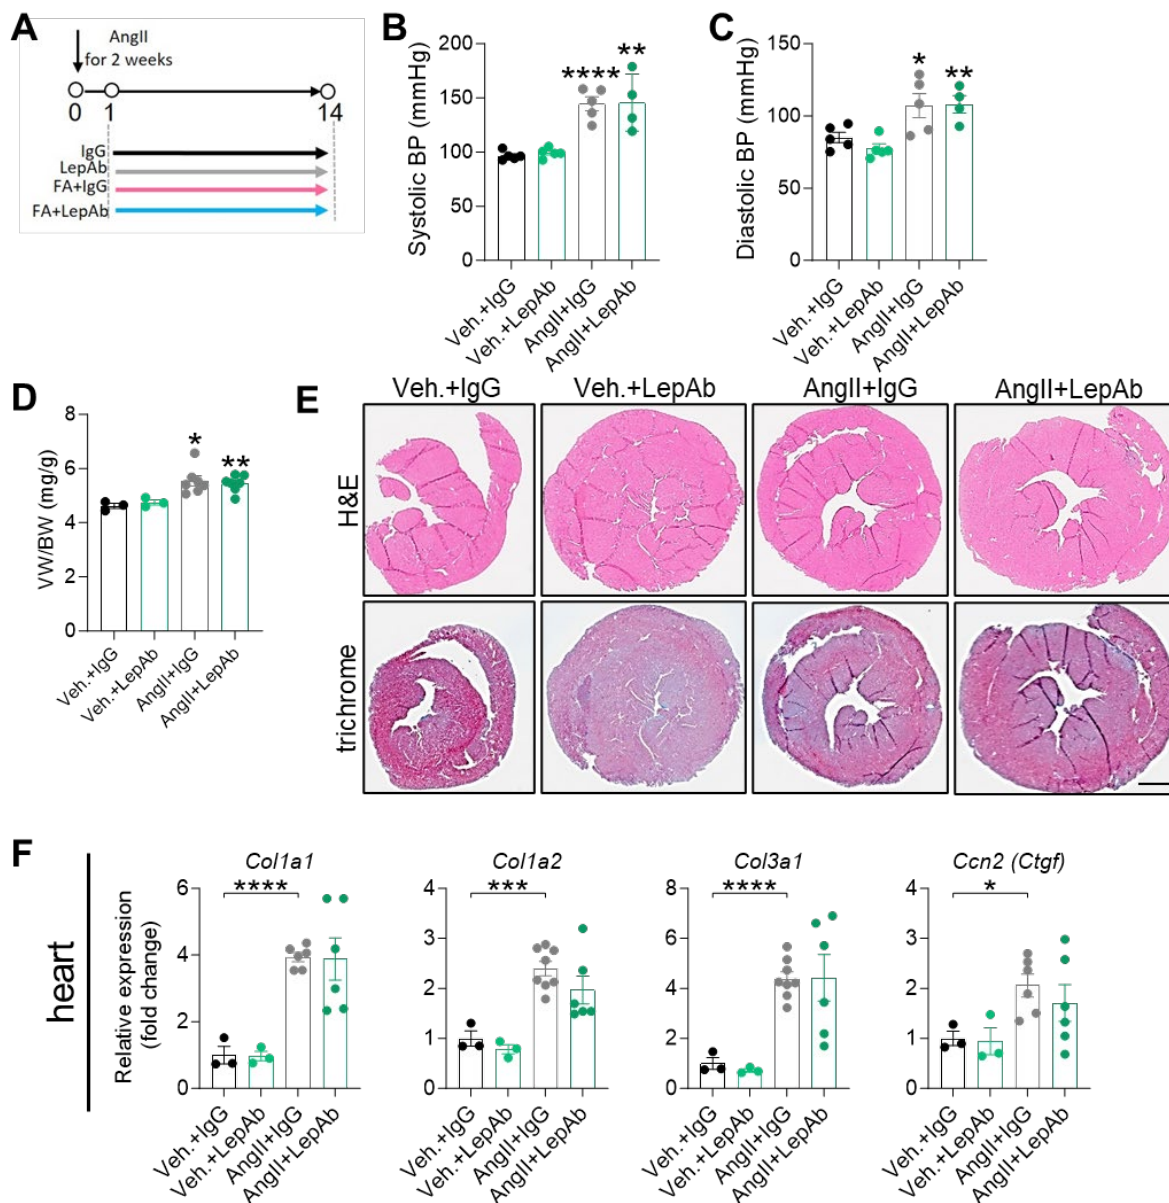

**Fig. S4. Leptin neutralization mitigates AngII-induced aorta and kidney fibrosis, but not heart fibrosis.**

(A) Experimental setup of angiotensin (Ang II)-induced heart and kidney fibrosis. (B–C) Tail-cuff measurements of systolic (B) and diastolic (C) blood pressure (n=4-5 per group). (D) Ratio of ventricular weight to body weight (n=3-6 per group). (E) H&E and Masson's trichrome staining of heart.

Representative microphotographs are shown (n=4 per group). Scale bar equals 1mm. (F) RT-qPCR analysis of fibrotic gene mRNA expression in the heart (n=3-6 per group). (Scale bar equals 50  $\mu$ m. (B-D, F-G, I, and K) Data are presented as mean $\pm$ SEM and were analyzed by one-way ANOVA. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . H&E, hemoxylins and eosin.

**Table S1. Data collection and refinement statistics, Leptin: Fab and Fab structures.**

| Data collection                                                        |                                                                   |                                  |
|------------------------------------------------------------------------|-------------------------------------------------------------------|----------------------------------|
| Crystal                                                                | Leptin: Fab                                                       | Fab                              |
| Space group                                                            | P1                                                                | P2 <sub>1</sub> 2 <sub>1</sub> 2 |
| Cell constants (Å, °)                                                  | a = 51.93, b = 48.53, c = 124.96, α = 90.34, β = 85.21, γ = 70.42 | a = 70.22, b = 207.94, c = 72.82 |
| Wavelength (Å)                                                         | 0.97918 (2/17/2023, APS-173)                                      |                                  |
| Resolution range (Å)                                                   | 40.17 – 3.00 (3.19 – 3.00)                                        | 49.33 – 3.25 (3.31 – 3.25)       |
| Unique reflections                                                     | 20,607 (820)                                                      | 17,545 (871)                     |
| Multiplicity                                                           | 1.8 (1.4)                                                         | 21.4 (7.6)                       |
| Data completeness (%)                                                  | 88.9 (66.5)                                                       | 100.0 (99.9)                     |
| <i>R</i> <sub>merge</sub> (%) <sup>a</sup>                             | 20.0 (122.7)                                                      | 16.4 (143.9)                     |
| <i>R</i> <sub>pim</sub> (%) <sup>b</sup>                               | 13.5 (84.9)                                                       | 3.60 (52.4)                      |
| I/σ(I)                                                                 | 5.4 (0.9)                                                         | 23 (1.9)                         |
| CC <sub>1/2</sub> (highest resolution shell)                           | 0.80                                                              | 0.68                             |
| Wilson B-value (Å <sup>2</sup> )                                       | 59.2                                                              | 47.5                             |
| Phase determination                                                    |                                                                   |                                  |
| MR models (structure)                                                  | PDB ID 1AX8 (leptin), AlphaFold2 model <sup>c</sup> (Fab)         | Leptin: Fab (Fab)                |
| Refinement statistics                                                  |                                                                   |                                  |
| Crystal                                                                | Leptin: Fab                                                       | Fab                              |
| Resolution range (Å)                                                   | 40.17 – 3.10 (3.19 – 3.10)                                        | 49.33 – 3.30 (3.41 – 3.30)       |
| No. of reflections <i>R</i> <sub>work</sub> / <i>R</i> <sub>free</sub> | 16,569/1,648 (629/85)                                             | 15,683 (1,576)                   |
| Data completeness (%)                                                  | 79.8 (41.0)                                                       | 93.9 (45.0)                      |
| Atoms (non-H protein/ions)                                             | 8,142/10                                                          | 6,240                            |
| <i>R</i> <sub>work</sub> (%)                                           | 23.6 (29.2)                                                       | 26.3 (30.0)                      |
| <i>R</i> <sub>free</sub> (%)                                           | 27.7 (39.4)                                                       | 32.1 (36.1)                      |
| R.m.s.d. bond length (Å)                                               | 0.003                                                             | 0.002                            |
| R.m.s.d. bond angle (°)                                                | 0.57                                                              | 0.55                             |
| Mean B-value (Å <sup>2</sup> ) (chains A/B/C/D/E/F/ions)               | 49.8/52.0/60.6/52.0/56.0/63.4/62.1                                | 55.8/68.1/64.3/53.6              |
| Ramachandran plot (%) (favored/additional/disallowed) <sup>d</sup>     | 93.9/5.7/0.4                                                      | 95.4/4.6/0.0                     |
| Clashscore/Molprobability <sup>d</sup> overall score                   | 1.1/1.4                                                           | 7.1/1.4                          |
| Maximum likelihood coordinate error                                    | 0.47                                                              | 0.50                             |

|                  |                                                                                                                                                  |                                                                                                                   |
|------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Missing residues | A: 1, 136-142, 223-225.<br>B: 58-59, 112-113, 214-217. C: 26-47, 107-108.<br>D: 26-28, 136-141, 223-225. E: 116-118, 216-217. F: 26-48, 107-117. | A: 1, 102-107, 136-142, 223-225. B: 1-2, 58-59, 112-113, 214-217. C: 1, 101-105, 223-225. D: 1, 112-113, 214-217. |
|------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|

Data for the outermost shell are given in parentheses.

<sup>a</sup> $R_{\text{merge}} = 100 \sum_h \sum_i |I_{h,i} - \langle I_h \rangle| / \sum_h \sum_i \langle I_{h,i} \rangle$ , where the outer sum (h) is over the unique reflections and the inner sum (i) is over the set of independent observations of each unique reflection.

<sup>b</sup> $R_{\text{pim}} = 100 \sum_h \sum_i [1/(n_h - 1)]^{1/2} |I_{h,i} - \langle I_h \rangle| / \sum_h \sum_i \langle I_{h,i} \rangle$ , where  $n_h$  is the number of observations of reflections h.

<sup>c</sup>As generated in the AlphaFold2 ColabFold server(72, 73).

<sup>d</sup>As defined by the validation suite MolProbity(76).

**Table S2. Primer sequences for qPCR**

| Gene              | Primer forward (5' → 3') | Primer reverse (5' → 3') |
|-------------------|--------------------------|--------------------------|
| <i>Ifng</i>       | ATGAACGCTACACACTGCATC    | CCATCCTTTTGCCAGTTCCTC    |
| <i>Il1b</i>       | GCAACTGTTCTGAACCTCAACT   | ATCTTTTGGGGTCCGTCAACT    |
| <i>Il6</i>        | CCGGAGAGGAGACTTCACAG     | CAGAATTGCCATTGCACAAC     |
| <i>Mcp1</i>       | TTAAAAACCTGGATCGGAACCAA  | GCATTAGCTTCAGATTTACGGGT  |
| <i>Ccn2(Ctgf)</i> | GGGCCTCTTCTGCGATTTC      | ATCCAGGCAAGTGCATTGGTA    |
| <i>Lepr</i>       | GGTCACCCAGCACAAATCCAA    | TTGGGCTCAGACGTAGGATG     |
| <i>Leprb</i>      | GACGATGTTCCAAACCCCAAG    | GAAATGGGTTTCAGGCTCCAG    |
| <i>Colla1</i>     | GTGCTCCTGGTATTGCTGGT     | AAGGACCATCCCACTGTCTG     |
| <i>Colla2</i>     | GTAACCTCGTGCCTAGCAACA    | CCTTTGTCAGAATACTGAGCAGC  |
| <i>Col3a1</i>     | ACGTAGATGAATTGGGATCAG    | GGGTTGGGGCAGTCTAGTG      |
| <i>Tgfb1</i>      | CCTGCAAGACCATCGACATG     | TGTTGTACAAAGCGAGCACC     |
| <i>RPL19</i>      | ATGAGTATGCTCAGGCTACAGA   | GCATTGGCGATTTTCATTGGTC   |
| <i>Acta1</i>      | CCCAAAGCTAACC GGGAGAAG   | CCAGAATCCAACACGATGCC     |

69

70 **Table S3. Values for all data points in graphs.**

How the deposited data were processed for this re-analysis (not part of the article)

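Gene counts of 15 RNA libraries were analysed, 3 in each of the groups WTK, IgGK and LepK (kidney) and IgGL and LepL (lung). The sample labels give poly(A) enrichment and a non-directional library for each of them, and no pooling of replicates. The paper states that the matrix file came from Novogene. The aligner, the counting tool, their versions, the genome build and the annotation are named neither in the deposited table nor in the paper's text. The table lists each gene by Ensembl identifier, symbol and position, with whole-number read counts per library, and 2693 of its genes carry no symbol. It also holds values the authors made from the counts before deposit. These are FPKM values (scaled per kilobase of gene length) and group means of normalized counts, and the group means were not used. The log2 fold changes of each comparison, with their p-values and adjusted p-values, were computed by the authors with a tool that is not named and are used as deposited. The counts were used for the results given here, and the authors' own results were read only for the comparison with the paper's values.

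Libraries were assigned to groups by their title, tissue and treatment labels and by the code of each library, which match one another. A further line in the sample descriptions, which names a column, disagrees with these labels and was not used. The count column of LepL replicate 3 carries a suffix that the other columns lack. The counts of *Xist* and *Ddx3y* were checked, and each library held transcripts of the Y chromosome. Between replicates of a group, the chi-square statistic of the counts was 7.15 to 98.6 per gene, where repeated sequencing of a single library would give about 1. Total counts ranged from 25913969 to 38924788. At these depths 1 count equals 0.0257 to 0.0386 CPM, the limit below which expression of a gene cannot be seen in a library.

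Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with 1 library taken as 1 mouse. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), counts were scaled by TMM factors, and dispersions were estimated with edgeR's defaults. Quasi-likelihood models (glmQLFit, glmQLFTest) were fitted to the 9 kidney libraries and to the 6 lung libraries apart. A gene was called at an absolute log2 fold change over 0.5 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds in the paper. The comparisons were IgGK against WTK, LepK against IgGK, LepK against WTK and LepL against IgGL. The standard error of a log2 fold change is its size over the square root of the F statistic. Folds against a group with no counts were computed as bounds, with a floor of 3 counts over the group. Overlaps of calls were tested with Fisher's exact test over the genes tested in both comparisons. The antibody effect in kidney minus that in lung was tested in 1 edgeR fit of the 12 libraries from injured organs, at an adjusted p under 0.05.

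Lists of genes were tested with limma's camera (correlation 0.01), with fry and camera with an estimated correlation beside it, and p-values were adjusted over the 111 tests of 28 lists. The kidney minus lung differences of the lists were adjusted apart, over their own 28 tests. A list needed 3 genes in a comparison. The lists were collagens, chemokine ligands, interleukins, matrix metalloproteinases and immunoglobulin genes by symbol, and markers of macrophages, neutrophils, T cells, B cells, fibroblasts, proximal tubule, distal nephron and collecting duct, injured tubule, alveolar type 2, alveolar type 1, ciliated, endothelial and adrenal cortex cells and adipocytes. They also covered skeletal muscle, cardiac muscle, hemoglobin, cell cycle, interferon-stimulated, leptin and STAT3 signaling and male Y genes, and the fibrotic and inflammatory RT-qPCR genes of the paper. Genes are named if the paper names them in its text or labels them in Fig. 3E, Fig. 5C, Fig. 5K or fig. S2F. For each comparison, the 5 called genes that rose most and the 5 that fell most are named too, among genes with a symbol or a protein-coding biotype, a mean of at least 1 CPM and no overlap between the groups. The comparisons, lists, alternatives and this rule were set before the data were examined.

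The procedure was tested on simulated data, with counts drawn around a single group mean and 200 genes changed. The changed genes were drawn above a floor of expression. Each was given a fixed change larger than 0.78 on the log2 scale, the median of the called genes in LepK against IgGK. The test therefore does not show how often smaller changes or changes in low genes are found. The edgeR fits called 81.4% (IgGK against WTK), 90.5% (LepK against IgGK), 80.8% (LepK against WTK), 78% (LepL against IgGL) and 62.4% (kidney minus lung) of the changed genes tested, with 3, 8, 12, 10 and 5 false calls. DESeq2 called 82%, 93.5%, 84.5% and 85.5% in the first 4, with 7, 20, 25 and 36 false calls.

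The alternatives were RLE, library-size and upper-quartile scaling, DESeq2, no filter on low counts, a mean of at least 1 CPM, a fit of only the 2 groups compared, the replicate number as a block, glmTreat, no fold-change threshold, an absolute log2 fold change over 1, protein-coding genes only, kidney and lung in 1 fit, and each library left out in turn. DESeq2 with only the 2 groups compared and edgeR's robust fit were added after the data had been seen. The plan did not state whether the quasi-likelihood fit would be robust. An early fit was robust, and the results given here use edgeR's default, which is not robust. That choice follows the wording of the plan but was made after the counts of both fits had been seen. Other splits of the libraries, simulated kidneys, trends with GC content and gene length (loess, span 0.5), and further lists of adrenal cortex, adrenal medulla, fat, striated muscle, esophagus epithelium, lymph node, epididymis and erythroid genes were used to test explanations.

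Vehicle-treated lungs, GO enrichment and the RT-qPCR measurements were not analysed here, apart from the means of the paper's Table S3, which were read for comparison. The authors' FPKM values were not used for any call.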

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

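The tests of steroidogenic genes turned on by injury, of a lower share of myeloid cells and of fat on the lung samples, and the list of epididymis-type genes, were chosen only after the results were seen. The further gene lists were written before their genes were looked at, but the levels that decide each test were set after the values of those lists had been printed.

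The antibody effect differed between kidney and lung in 1531 of the 21488 genes tested (edgeR, LepK minus IgGK against LepL minus IgGL), 754 with a higher and 777 with a lower difference. A difference between groups drew attention to them. At an unadjusted p under 0.05 there were 5468 genes, and DESeq2 gave 2771. Of 100 groupings of the libraries within each organ, the real one included, 1 gave as many genes, the real one, and the others gave 0 to 760. The count was 352 without IgGL replicate 2, 367 without IgGK replicate 2 and 3763 without IgGL replicate 1, so its size depends on single libraries of either organ. Injury, organ and day of euthanasia differ together, so a difference of organ, of injury or of time stays open and was not tested apart.

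Among the 28 lists, camera called the kidney minus lung difference for 11. Medians of the antibody effect in kidney and lung, with the camera adjusted p of the difference, were -0.65 and 0.03 for interleukins (0.00721), -0.26 and 0.72 for immunoglobulin genes (0.00216), -0.56 and 0.73 for T cell markers (0.000685), 0.84 and 0.09 for proximal tubule markers (0.00315), -0.87 and -0.27 for injured tubule markers (0.0396), -0.01 and 1.08 for alveolar type 2 markers (0.000145), -0.07 and 0.40 for alveolar type 1 markers (0.00604), -0.11 and 0.53 for ciliated cell markers (0.0396), -0.94 and 1.30 for adipocyte markers (0.000685), and -0.61 and 1.49 for skeletal muscle markers (0.00721). The adrenal cortex markers had -10.23 in kidney and too few genes for a list in lung (0.000225). Fry called 7 of them (interleukins, proximal tubule, alveolar type 2, alveolar type 1, adipocyte and adrenal cortex markers at an adjusted p of 0.0277, ciliated cells at 0.0319). It did not call immunoglobulin genes (0.235), T cell (0.121), injured tubule (0.0823) or skeletal muscle markers (0.107). With the correlation estimated from the data no list was called, and the smallest adjusted p was 0.383. These list differences were not refitted with libraries left out. Proximal tubule markers had 5 tested genes in lung against 11 in kidney, alveolar type 2 markers 5 in kidney against 9 in lung and skeletal muscle markers 4 in kidney against 8 in lung. The adipocyte, muscle and adrenal lists are weighed as tissue from outside the organ in the following paragraphs.

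In lung, camera called T cell, B cell and alveolar markers as higher in LepL, and macrophage and neutrophil markers as lower. Fry did not call the T cell (adjusted p = 0.216), B cell (0.278) or alveolar type 1 list (0.0589). EdgeR called 0 genes of the T cell and B cell lists. In mean log2 level over these 2 lists, relative to the IgGL mean, the groups overlapped. IgGL replicate 1 had 0.780 and 0.739, and LepL replicate 2 had 0.488 and 0.276. A lower share of myeloid cells would raise the markers of every other cell type alike. Alveolar type 2 markers rose by 1.00 ± 0.0363 (log2, SD) over endothelial markers in LepL, against 0 ± 0.479 in IgGL, whose mean is set to 0. The exact permutation p was 0.1, the smallest that 3 against 3 can give. This pair of lists was picked after the scores had been seen. The test therefore cannot decide, and a lower share of myeloid cells stays open. Lymph node tissue on the lungs may contribute to the B cell and T cell signal. A list of 10 lymph node genes, several of which B cells in lung also express (such as *Cr2*, *Fcer2a*, *Ighd* and *Cxcr5*), had a median log2 fold change of 0.88 over 9 tested genes, near that of the B cell list (0.90), and edgeR called 0 of the 9. Its most abundant gene, *Ccl21a*, had 40.7 to 78.7 normalized CPM in IgGL and 51.8 to 60.0 in LepL. Lymph node tissue and B cells within the lung cannot be told apart with these genes, and a change in lymphocytes under the antibody stays open.

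Adrenal cortex transcripts appeared in kidneys, which the paper does not report. The 6 markers summed to 635, 814 and 17.4 normalized CPM in the 3 IgGK libraries, against 6.32 to 7.32 in WTK and 5.87 to 8.09 in LepK. All 6 had at least 1 count in IgGK, and 3 or 4 had in each WTK and LepK library, mostly *Star*. The most abundant were *Cyp21a1* (126, 190 and 2.34 in IgGK) and *Hsd3b1* (130, 173 and 2.34). The values argue against folic acid injury turning on steroidogenic genes, since the highest LepK library had 8.09 while injured tubule markers stayed raised in LepK, with a median log2 fold change of 3.87 against WTK. Adrenal tissue left on the kidneys is a candidate explanation. The further list of 10 adrenal cortex genes, 7 or 8 of which had counts in WTK kidneys too, reached 224 in IgGK replicate 1 and 237 in replicate 2, against 130 to 150 in LepK, 149 to 159 in WTK and 143 in IgGK replicate 3. For the adrenal medulla in IgGK replicate 2 the prediction failed by the sum of the list (172, against 414 in WTK replicate 1), because kidneys express *Slc18a1* and *Ddc*. In a count made after the sums were seen, 5 of the 8 genes were highest in that library, among them *Chgb* (53.9, at most 1.71 elsewhere in kidney) and *Scg2* (16.9, at most 0.725), so the medulla stays open. The falls of *Cyp21a1*, *Cyp11b1*, *Hsd3b1*, *Akr1cl* and *Kcnk9* in LepK against IgGK rest on IgGK replicates 1 and 2. The camera adjusted p of the list was 0.0205 in IgGK against WTK and 0.000133 in LepK against IgGK.

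Fat markers were higher in IgGK than in WTK, with a median log2 fold change of 1.83 over 8 genes (6 up and 2 down, camera adjusted p = 0.338, fry 0.221), and lower in LepK than in IgGK (-0.94, camera adjusted p = 0.206). *Cfd* had 237, 258 and 152 normalized CPM in IgGK, against 3.00 to 33.0 in WTK. *Lep*, also on the list, was lower in IgGK (log2 fold change -1.82, adjusted p = 0.00681 from edgeR), and *Pck1*, which kidneys express at 1707 to 3548, hides any change in the sum. The prediction for fat was reworded after the fall of *Lep* and the first list had been seen, and before the further list was tested. That list of 8 genes had a median of 1.81 with 7 genes up, which fat tissue left on the kidneys may give, but each of the 8 had counts in every WTK library. Its sums were 625, 836 and 527 in IgGK, 699, 603 and 491 in LepK and 569, 466 and 554 in WTK. Fat tissue and a response of the injured kidney in these genes cannot be told apart, since the WTK libraries held their transcripts too. The source of those transcripts in WTK was not tested. In lung the fat markers had a median of 1.30 in LepL against IgGL (7 of 7 genes higher, 2 up, 6 with p adjusted over the list alone, camera adjusted p = 0.000461, fry 0.0341). The further fat list had a median of 1.44 in lung (8 of 8 genes higher, 0 called by edgeR), with sums of 147, 61.7 and 101 in IgGL and 246, 221 and 211 in LepL, and each of its genes had counts in every IgGL library. Fat tissue left on the lung samples and a response of the lung in these genes cannot be told apart, since the IgGL libraries held their transcripts too, from a source not tested.

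Striated muscle transcripts were higher in LepL than in IgGL, which the paper does not report. The skeletal muscle markers had a median log2 fold change of 1.49 (7 of 8 genes higher, camera adjusted p = 0.00314, fry 0.125). EdgeR called 0 of them, or 6 with p adjusted over the list alone. Their sums were 1038, 734 and 301 normalized CPM in IgGL and 1032, 1897 and 2440 in LepL, so LepL replicate 1 lies within the range of IgGL. *Acta1*, which the paper names for kidneys in its angiotensin model, was the most abundant, with 136 to 473 in IgGL and 476 to 1112 in LepL. The cardiac muscle markers had a median of 1.26 (7 of 8 higher, 3 up, 5 adjusted over the list alone, camera adjusted p = 0.00257, fry 0.0975), and camera did not call them without IgGL replicate 1 (0.0549). Muscle or heart tissue in the lung samples is a candidate source. A further list of 12 striated muscle genes, 11 of them tested, had a median of 1.53 with 3 called (*Csrp3*, *Pvalb* and *Xirp2*) and sums of 262, 162 and 83.6 in IgGL and 267, 479 and 635 in LepL. Esophagus left on the samples may be another source. A list of 10 esophagus epithelium genes, 8 tested, had a median of 2.04 with 4 called (*Krt4*, *Krt13*, *Krt78* and *Tgm3*) and sums of 95.3, 75.5 and 175 in IgGL and 229, 568 and 733 in LepL. *Krt13* reached 381 and *Krt4* 294 in LepL replicate 3. IgGL replicate 3 is an exception, with more of the epithelial and less of the muscle transcripts than the other IgGL libraries, and airway epithelium could express these keratins. Both tests leave tissue from outside the lung as an explanation, and no biological explanation was tested.

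Epididymis-type transcripts appeared in injured kidneys. *Crisp1*, *Defb36*, *Arhgap36*, *Mucl1* and *Spaca7* summed to 18.4, 18.4 and 22.5 normalized CPM in IgGK and 9.65 to 12.6 in LepK, and had no count in WTK. EdgeR called *Crisp1* and *Arhgap36* as lower in LepK than in IgGK. The values argue against epididymis tissue, since a list of 10 epididymis genes stayed at 0.517 or less in the 6 injured kidney libraries, at most 2 of its genes had counts in any of them, and WTK libraries held up to 0.374. *Gpx5* and *Lcn5* were listed at 0 in all 15 libraries. Expression of these 5 genes by injured kidney cells is a hypothesis, and no other source was tested.

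Hemoglobin transcripts were higher in LepK than in IgGK, with a median log2 fold change of 1.21 over 4 genes, all 4 up (camera adjusted p = 0.00396, fry 0.0200), and higher than in WTK (1.25, camera adjusted p = 0.0356, not called without LepK replicate 1, 0.0898, or WTK replicate 3, 0.0553). Their sums were 366, 326 and 211 normalized CPM in LepK, 75.5, 139 and 159 in IgGK and 128 to 130 in WTK. More red blood cells left in LepK kidneys may explain it. A list of 10 erythroid genes, 8 of which were tested in kidney, had a median of 0.35 in LepK against IgGK, with members such as *Alas2* and *Slc4a1* up and *Isg20* and *Ube2l6* down. *Slc4a1* had 39.0 to 46.3 normalized CPM in WTK kidneys already. With members that move both ways, blood content and expression by kidney cells cannot be told apart with this list. In lung the hemoglobins had a median of -0.47 (camera adjusted p = 0.997), with 6422 normalized CPM in IgGL replicate 3 and 845 to 2181 in the others.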

How the results depend on the processing

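Among the tests in this part, DESeq2 with only the 2 groups compared and edgeR's robust fit were chosen only after the results were seen.

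Of 248 counts under an alternative, 169 stayed within 1.5 times the value with edgeR, TMM and the filter. RLE and upper-quartile scaling, a mean of at least 1 CPM, only the 2 groups compared, protein-coding genes and the robust fit kept each count within it. In IgGK against WTK, library-size scaling gave 7803 up and 1178 down, glmTreat 2019 down, no fold-change threshold 5040 down and a threshold of 1 gave 1236 down. In LepK against IgGK, library-size scaling gave 408 up and 2185 down, glmTreat 95 and 137, no threshold 2150 and 1875, and a threshold of 1 gave 175 and 428. In LepK against WTK, library-size scaling gave 4782 up and 512 down, glmTreat 1643 and 455, no threshold 3650 down, and a threshold of 1 gave 1839 up and 302 down. The genes up in IgGK and down in LepK numbered 2092 with library-size scaling, 136 with glmTreat, 1734 with no threshold and 391 with a threshold of 1. Fewer or more genes under another fold-change threshold follow from its construction. For library-size scaling, the median of all genes moved from 0.04 to 0.48 in IgGK against WTK, from -0.01 to -0.19 in LepK against IgGK and from 0.03 to 0.29 in LepK against WTK, which shifts the calls in that direction.

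In lung, DESeq2 gave 1205 genes up and 1091 down, no filter on low counts 1515 and 1173, kidney and lung in 1 fit 1069 and 998, and a threshold of 1 gave 192 and 229. The replicate block gave 1 and 3, with 4815 genes at an unadjusted p under 0.05, and glmTreat 0 and 0, with 1901 genes at an unadjusted p under 0.05. The replicate numbers do not pair the mice (correlations between IgGL and LepL of -0.14 to 0.17). The shared down-regulated genes were 259 with DESeq2, 286 with no filter, 266 with DESeq2 on only the 2 groups compared, 41 with a threshold of 1, 1 with the block and 0 with glmTreat. The genes that differ between organs were 2771 with DESeq2, 2659 with no filter, 73 with glmTreat and 684 with a threshold of 1. The cause was not tested for DESeq2, the missing filter or the joint fit. The robust fit gave 321 up and 416 down in lung, 810 and 1166 in LepK against IgGK, and 132 shared genes, and called 9 of 12 genes of Fig. 5C and, of the 28 of Fig. 5K, 6 in lung.

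With each library of the 2 groups compared left out in turn, counts ranged from 3813 to 4130 up and 2778 to 3069 down in IgGK against WTK, 594 to 992 up and 695 to 1271 down in LepK against IgGK, 2512 to 3185 up and 1135 to 1766 down in LepK against WTK, and 0 to 1937 up and 0 to 1602 down in lung. Shared genes ranged from 0 to 271, genes up and then down from 649 to 1216, genes that differ between organs from 352 to 3763, and called lists from 57 to 62. In lung, edgeR called 0 genes without IgGL replicate 2, LepL replicate 2 or LepL replicate 3, with smallest adjusted p of 0.158, 0.0982 and 0.125, 3401 to 4069 genes at an unadjusted p under 0.05, and 1091 down by DESeq2 on all 6. The highest lung counts were without IgGL replicate 1. Fewer libraries can lower a count by construction, and the cause of the rise was not tested.

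Of 60 lists called by camera, 49 were called by fry, which called 63 in all. With the correlation estimated from the data camera called 0, with 9 of 111 tests at an unadjusted p under 0.05. Over 999 list results under an alternative, 854 kept their direction and side of the threshold, 95 lost and 20 gained the call, and 30 turned. None of the lists that turned had been called with camera on all libraries. Fry turned alveolar type 2 markers in IgGK against WTK (adjusted p 0.0254) and LepK against WTK (0.0607), male Y genes in LepK against WTK (0.926) and hemoglobins in lung (0.998). For lists that turned with a library left out, the adjusted p ranged from 0.572 to 0.997 for alveolar type 2, 0.432 to 0.905 for B cell, 0.0821 to 0.961 for cardiac muscle and 0.752 to 0.975 for male Y genes in LepK against IgGK. In IgGK against WTK it ranged from 0.748 to 0.974 for cardiac muscle, 0.606 to 0.947 for hemoglobins, 0.207 to 0.947 for immunoglobulin, 0.870 to 0.992 for male Y and 0.808 to 0.984 for skeletal muscle genes. In LepK against WTK it ranged from 0.543 to 0.981 for endothelial and 0.675 to 0.952 for skeletal muscle markers. In lung it ranged from 0.247 to 0.916 for distal nephron, 0.315 to 0.959 for endothelial markers, 0.0438 to 0.935 for hemoglobins and 0.521 to 0.888 for interleukins. Hemoglobins in lung were called, as higher, without IgGL replicate 3. The cause was not tested.

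Of the named genes, 3409 results kept direction and call, 389 lost and 87 gained the call, and 12 turned. *Ccn2* in LepK against WTK was 0.24 with library-size and 0.016 with upper-quartile scaling, and *Ifng* in IgGK against WTK was 0.36 with library-size scaling. With a library left out, *Ccn2* ranged from -0.10 to 0.15 in IgGK against WTK, -0.16 to 0.066 in LepK against IgGK and -0.14 to 0.11 in LepK against WTK, and *Ifng* from -0.78 to 0.46 in IgGK against WTK. None of these was called, and the cause was not tested. Depth may limit low genes such as *Ifng* and *Il6*, which was not tested.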

Differences from the paper's values

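The tests in this part chosen only after the result was seen are DESeq2 with only the 2 groups compared and the robust fit.

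The paper gives 1092 genes down-regulated in LepL against IgGL, and 463 were called here. Of the alternatives set before the data were examined, DESeq2 (1091), edgeR without a filter on low counts (1173), the fit of kidney and lung injured groups together (998) and the fit without IgGL replicate 1 (1602) fall within 1.5 times the paper's value. The others do not, with 428 for RLE, 361 for library-size and 364 for upper-quartile scaling, 448 with a mean of at least 1 CPM, 491 for protein-coding genes, 499 with no fold-change threshold, 229 with an absolute log2 fold change over 1, 3 with the replicate block and 0 to 4 without any other single library. For glmTreat the count was 0, with 1901 genes at an unadjusted p under 0.05 and 1091 called by DESeq2. The robust fit, chosen after seeing the values, gave 416.

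The paper gives 266 genes down-regulated in both organs, and 145 were called here. DESeq2 (259), no filter on low counts (286), no fold-change threshold (196) and the fit without IgGL replicate 1 (271) fall within 1.5 times the paper's value. The others do not, with 138 for RLE, 167 for library-size and 122 for upper-quartile scaling, 141 with a mean of at least 1 CPM, 150 with only the 2 groups compared, 151 for protein-coding genes, 41 with an absolute log2 fold change over 1, 1 with the replicate block, 103 to 152 without single kidney libraries and 0 to 2 without the other lung libraries. For glmTreat it was 0, with 1901 lung genes at an unadjusted p under 0.05. DESeq2 with only the 2 groups compared gave 266, a setting chosen after seeing the values, and the robust fit, also chosen after seeing them, gave 132.

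The paper labels *Il18rap* in Fig. 5C among genes lower with the antibody in lung. It was not called here (log2 fold change -1.13, adjusted p = 0.0678 from edgeR). DESeq2, no filter on low counts, the fit without IgGL replicate 1 and the fit of kidney and lung injured groups together called it. The paper lists 28 genes in Fig. 5K as lower in both organs. Both calls were made here for 15 of them, and all 28 had a lower mean in LepK and in LepL. The other 13 were *Abcb1b*, *Ackr1*, *Col11a1*, *Cxcl5*, *Cxcr2*, *Il1r2*, *Morrbid*, *Ms4a4a*, *Msr1*, *Nav3*, *Nxpe5*, *Serpina3h* and *Zfp469*. DESeq2 called 24 of the 28 in both organs, edgeR called 27 with no filter on low counts, 16 with only the 2 groups compared and 23 without IgGL replicate 1. RLE gave 14, library-size scaling 13, upper-quartile scaling 12, a mean of at least 1 CPM 13 and protein-coding genes only 15. The replicate block and glmTreat gave 0, as did leaving out any lung library other than IgGL replicate 1. Without single kidney libraries the count was 11 to 15. DESeq2 with only the 2 groups compared called 28 and the robust fit called 5, both chosen after seeing the values.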

Other observations

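In this part, the tests of separate IgGK libraries, of LepL replicate 3 and of the scaling of the FPKM values were chosen only after the results were seen.

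Each comparison was set against the other splits of its 6 libraries into 3 and 3. The real split was the 1 of 10 with the most called genes in IgGK against WTK, LepK against IgGK, LepK against WTK and LepL against IgGL, and for the genes up in IgGK and down in LepK. The other 9 splits gave 0 calls with edgeR, with 177 to 343, 325 to 1552, 343 to 987 and 104 to 1750 genes at an unadjusted p under 0.05 in the 4 comparisons. With 10 splits the share cannot fall under 0.1, so this cannot decide. For the genes shared by the organs, 1 of 100 pairs of splits gave as many, the real one, and the others gave 0. These zeros follow from the 0 calls of the other splits within each organ, so this cannot decide either.

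The genes up in IgGK and down in LepK were weighed against the IgGK libraries that both comparisons use. The test set first, the overlap in 20 simulated data sets with LepK unchanged from IgGK, was void, since the simulations gave at most 2 down calls. The log2 fold changes of the comparisons had a correlation of -0.65, against a median of -0.13 in the simulations. With separate IgGK libraries for each comparison it was -0.80, -0.71 and -0.72, where shared libraries as the cause would bring it near 0. These 3 values use differences of log2(normalized CPM + 0.5) over 15759 genes with a mean of at least 1 CPM. The first 2 use edgeR's log2 fold changes over all genes tested, so the sizes cannot be compared. These correlations argue against the shared libraries as the cause. A hypothesis was that LepK is a uniform partial return toward vehicle levels. The common fraction was 0.345 (0.274 to 0.393 by the IgGK library used), and 340 genes differed from it, 248 higher and 92 lower (548 and 325 at the ends of that range), with 3113 at an unadjusted p under 0.05. Of the 1120 genes, 35 were among the 340. So 1 common return may describe most of these genes but not the 340.

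GC content and gene length bias was tested by removing both trends within each library. In lung 66.8% of the 458 down calls with a known GC content were kept (306, with 323 calls after removal), and in LepK against IgGK 92.0% of 1172 were (1207 calls after removal). This argues against these trends as the whole cause of the calls in either organ.

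LepL replicate 3, whose column is named differently, might have been handled apart. Without it edgeR called 0 genes as down-regulated in lung, as without IgGL replicate 2 or LepL replicate 2, and 3401 genes had an unadjusted p under 0.05, against 3689, 4069, 4343, 4717 and 7293 without IgGL replicate 2, LepL replicate 2, IgGL replicate 3, LepL replicate 1 and IgGL replicate 1, and 5357 with all. By the count of calls the fall is no larger than for other libraries, and the first reading of the test was that it argues against this explanation. That count is at its floor, and the unadjusted count is lowest without LepL replicate 3, so the reading was changed after the values were seen, and separate handling cannot be told apart from the animal.

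The authors' FPKM values may be scaled by size factors and not by total counts. Their denominators over median-ratio size factors had a coefficient of variation of 1.13% over the 15 libraries, against 12.98% over total counts.

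In the authors' deposited table, at the paper's thresholds, 878 genes are up and 1323 down in LepK against IgGK, 4342 and 3099 in IgGK against WTK, and 1196 and 1092 in LepL against IgGL (the paper's values). Of the down-regulated genes here, 1111, 2994 and 460 are also down in the authors' deposited table, and 141 of the 145 shared genes are among the 266 that the authors' deposited table gives. Each of the 266 in the authors' deposited table had a lower mean in both organs here. DESeq2 with only the 2 groups compared, chosen after seeing the values, gave log2 fold changes within 0.001 of the authors' deposited table in 100% of the genes compared, and the paper's text names no tool.

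LepK against WTK had 2984 genes up and 1431 down (9170 at an unadjusted p under 0.05). Of the genes up in IgGK against WTK, 2768 (65.1%) were also up in LepK against WTK, and 1310 (42.9%) of those down were also down. Among the genes tested, 50.2% had no overlap between LepK and WTK and 62.6% none between IgGK and WTK, where chance gives 10% on average. In IgGK against WTK 11366 genes and in LepK against IgGK 6441 had an unadjusted p under 0.05. Genes called in the same direction in both kidney comparisons numbered 3 up and 1 down.

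Of the genes the paper measured by RT-qPCR, edgeR gave log2 fold changes in LepK against IgGK of -0.66 for *Tgfb1* (adjusted p = 0.00456), -1.19 for *Col1a2* (0.000536), -0.04 for *Ccn2* (0.864), -0.74 for *Ccl2* (0.0391), -1.46 for *Il1b* (0.00744), 0.61 for *Il6* (0.696) and -1.81 for *Ifng* (0.240). In lung they were -0.48 for *Tgfb1* (0.0850), -1.02 for *Col1a2* (0.0332), -0.70 for *Ccn2* (0.0611), -1.85 for *Ccl2* (0.0381), -0.81 for *Il1b* (0.216) and -1.45 for *Il6* (0.0787). In IgGK against WTK they were 1.49 for *Tgfb1* (1.87e-06), 3.02 for *Col1a2* (6.16e-08), 0.02 for *Ccn2* (0.901), 4.18 for *Ccl2* (2.24e-07), 2.58 for *Il1b* (4.10e-05), 2.23 for *Il6* (0.140) and -0.09 for *Ifng* (0.944). The means of the paper's Table S3 give log2 ratios of antibody over IgG in kidney of -0.42 for *Tgfb1*, -1.01 for *Col1a1*, -0.92 for *Col1a2*, -1.20 for *Col3a1*, -0.65 for *Ccl2*, -1.83 for *Il1b*, -0.78 for *Il6* and -0.60 for *Ifng*. In lung the paper's means give -0.63 for *Tgfb1*, -0.85 for *Col1a1*, -0.64 for *Col1a2*, -0.56 for *Col3a1*, -0.77 for *Ccn2*, -1.56 for *Ccl2*, -1.05 for *Il1b* and -0.67 for *Il6*. For antibody over IgG, the direction differs only for *Il6* in kidney among these genes, which edgeR did not call. *Acta1*, which the paper measured in another model, had -0.60 in IgGK against WTK (0.560), -1.63 in LepK against IgGK (0.259), -2.23 in LepK against WTK (0.0771) and 1.58 in lung (0.0711). *Rpl19*, the reference gene of the RT-qPCR, had 0.17 (0.0585), -0.08 (0.460), 0.09 (0.355) and -0.34 (0.162).

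*Lepr* had a log2 fold change of 0.59 in IgGK against WTK (adjusted p = 0.00624 from edgeR), 0.33 in LepK against IgGK (0.155), 0.92 in LepK against WTK (0.000612) and 0.65 in lung (0.0721). *Lep* had -0.90 in LepK against IgGK (0.257) and -2.73 in LepK against WTK (0.00129). *Socs3* had 3.33 in IgGK against WTK (7.61e-09), -0.84 in LepK against IgGK (0.000410) and -0.49 in lung (0.118). *Stat3* had -0.31 in LepK against IgGK (0.0107) and -0.40 in lung (0.0774). The leptin and STAT3 signaling list had a median of 0.59 in IgGK against WTK (camera adjusted p = 0.0744, fry 5.34e-05), -0.31 in LepK against IgGK (0.118, fry 0.0103) and -0.10 in lung (0.518, fry 0.316).

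Other lists in LepK against IgGK had medians of 0.84 for proximal tubule (11 of 11 higher, 9 up, camera adjusted p = 1.84e-07), 0.51 for distal nephron (8 of 8 higher, 4 up, 3.61e-05), -0.87 for injured tubule (8 of 8 lower, 6 down, 6.78e-05), 0.25 for endothelial markers (8 of 8 higher, 0.0194), all called by fry too, -0.56 for T cell (11 of 11 lower, 0.0344, fry 0.197), -0.51 for cell cycle (9 of 10 lower, 0.0175, fry 0.0589) and -0.59 for interferon-stimulated genes (9 of 10 lower, 0.00356, fry 0.0595), and -0.14 for B cell markers (0.975). In IgGK against WTK the cell cycle genes had 1.21 (0.00130) and the interferon-stimulated genes 1.44 (0.000364), both 10 of 10 higher and called by fry. With a library left out, camera did not call T cell markers (0.181) or cell cycle genes (0.0624) in LepK against IgGK without IgGK replicate 2, either of them without LepK replicate 1 (0.0919 and 0.0709), or endothelial markers without IgGK replicate 1 (0.0586) or LepK replicate 2 (0.0921). In lung the medians were 1.08 for alveolar type 2 (9 of 9 higher, 5 up, 9 adjusted over the list alone, 7.52e-06, fry 0.0272), 0.40 for alveolar type 1 (7 of 7 higher, 0.00393, fry 0.0589), 0.53 for ciliated cells (7 of 8 higher, 0.00398, fry 0.0888), 0.73 for T cells (11 of 11 higher, 0.00313, fry 0.216), 0.90 for B cells (8 of 9 higher, 0.0172, fry 0.278), 0.72 for immunoglobulin genes (78 of 94 higher, 0.000650, fry 0.377), 0.02 for endothelial markers (0.752), -0.24 for cell cycle (0.0833), -0.21 for interferon-stimulated (0.178) and 0.16 for male Y genes (0.364). In lung camera did not call B cell markers without IgGL replicate 2 (0.0670), IgGL replicate 3 (0.0658) or LepL replicate 1 (0.136), or immunoglobulin genes without LepL replicate 1 (0.109), and it called cell cycle genes without IgGL replicate 2 (0.0192) or LepL replicate 1 (0.000178) and interferon-stimulated genes without IgGL replicate 2 (0.0208). The male Y genes had -0.03 in LepK against IgGK (0.846). The fibrotic RT-qPCR list had 3.02, -1.19 (0.00256) and -0.99 (0.000292) in IgGK against WTK, LepK against IgGK and lung, and the inflammatory list 2.40 (0.194, fry 0.00273), -1.10 (0.304, fry 0.154) and -1.45 (0.0442, fry 0.0955, not called without IgGL replicate 3, 0.0645, or LepL replicate 3, 0.0730). With library-size scaling the medians of the distal nephron, endothelial, skeletal muscle and cardiac muscle lists turned in IgGK against WTK, as did that of the cardiac muscle list in LepK against IgGK and those of the alveolar type 2, cardiac muscle and adrenal cortex lists in LepK against WTK.

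Among called genes without overlap, those that rose most in IgGK against WTK had no count in WTK. They were *Cyp21a1* (106 ± 95.3 normalized CPM, SD, n = 3, at least 2726-fold higher), *Cyp11b1* (59.6 ± 52.6, at least 1532-fold), *Akr1cl* (16.9 ± 14.7, at least 435-fold), *Kcnk9* (10.5 ± 8.78, at least 269-fold) and *Arhgap36* (6.89 ± 0.339, at least 177-fold), with a floor of 3 counts over the group. Those that fell most were *Synpr* (-6.64), *Cyp4a12a* (-5.38), *Cntnap5a* (-4.98), *Gm49980* (-4.48) and *Cyp2b10* (-4.46). In LepK against IgGK, *Gm49980* (3.40), *Cyp2d12* (3.07), *Chil3* (2.90), *Hrg* (2.74) and *Neurog2* (2.51) rose most. *Chil3* was called in 3 of the 6 fits with 1 library left out, and not by DESeq2 on the 9 kidney libraries. *Hsd3b1* (102 ± 88.8 in IgGK, no count in LepK, at least 2962-fold lower), *Cyp21a1* (-12.72, adjusted p = 0.00274 from edgeR), *Akr1cl* (at least 492-fold lower), *Kcnk9* (at least 305-fold lower) and *Cyp11b1* (-11.10) fell most, and the robust fit did not call these 5. In LepK against WTK, *Uox* (8.08 ± 12.7, at least 208-fold higher), *Crisp1* (3.61 ± 0.484, at least 92.9-fold), *Arhgap36* (3.47 ± 1.31, at least 89.3-fold), *Gm7233* (at least 37.7-fold) and *Mucl1* (at least 37.3-fold) rose most. The SD of *Uox* exceeds its mean, so its bound rests mostly on 1 LepK library. *Synpr* (-8.04), *Cntnap5a* (-3.53), *Ct55* (-3.51), *Popdc3* (-3.31) and *Cyp4a12a* (-3.26) fell most in LepK against WTK. In lung, *2310008N11Rik* (4.02), *Tmem121b* (3.63), *Asgr1* (3.53), *Klra13-ps* (3.31) and *Ackr4* (3.16) rose most, and *Gm6093* (-5.13), *Arg1* (-4.51, from 282 ± 312 in IgGL to 12.4 ± 4.96 in LepL, adjusted p = 0.0386 from edgeR), *Stfa2l1* (-4.05), *Cstdc4* (-3.74) and *Mt2* (-2.92) fell most.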
